# Transcriptomic and anatomic profiling reveal the germination process of different wheat varieties in response to waterlogging stress

**DOI:** 10.1186/s12863-020-00901-y

**Published:** 2020-08-28

**Authors:** Changwei Shen, Jingping Yuan, Hong Qiao, Zijuan Wang, Yuanhai Liu, Xiujuan Ren, Fei Wang, Xing Liu, Ying Zhang, Xiling Chen, Xingqi Ou

**Keywords:** Waterlogged, Wheat, Endosperm, Anatomical structure, Transcriptome, Differentially expressed gene

## Abstract

**Background:**

Waterlogging is one of the most serious abiotic stresses affecting wheat-growing regions in China. Considerable differences in waterlogging tolerance have been found among different wheat varieties, and the mechanisms governing the waterlogging tolerance of wheat seeds during germination have not been elucidated.

**Results:**

The results showed no significant difference between the germination rate of ‘Bainong 207’ (BN207) (after 72 h of waterlogging treatment) and that of the control seeds. However, the degree of emulsification and the degradation rate of endosperm cells under waterlogging stress were higher than those obtained with the control treatment, and the number of amyloplasts in the endosperm was significantly reduced by waterlogging. Transcriptomic data were obtained from seed samples (a total of 18 samples) of three wheat varieties, ‘Zhoumai 22’ (ZM22), BN207 and ‘Bainong 607’ (BN607), subjected to the waterlogging and control treatments. A comprehensive analysis identified a total of 2775 differentially expressed genes (DEGs). In addition, an analysis of the correlations among the expression difference levels of DEGs and the seed germination rates of the three wheat varieties under waterlogging stress revealed that the relative expression levels of 563 and 398 genes were positively and negatively correlated with the germination rate of the wheat seeds, respectively. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses showed that the difference in the waterlogging tolerance among the three wheat varieties was related to the abundance of key genes involved in the glycolysis pathway, the starch and sucrose metabolism pathway, and the lactose metabolism pathway. The alcohol dehydrogenase (ADH) gene in the endosperm of BN607 was induced immediately after short-term waterlogging, and the energy provided by the glycolysis pathway enabled the BN607 seeds to germinate as early as possible; in addition, the expression of the AP2/ERF transcription factor was upregulated to further enhance the waterlogging tolerance of this cultivar.

**Conclusions:**

Taken together, the results of this study help elucidate the mechanisms through which different wheat varieties respond to waterlogging stress during germination.

## Background

Due to high rainfall, irrigation practices and/or poor soil drainage, waterlogging annually affects large areas of farmlands worldwide, and these effects result in anoxic (absence of O_2_) soils and severe hypoxia or anoxia within crop roots. Hypoxia caused by waterlogging can inhibit the growth of crop roots and stems, the accumulation of dry matter and the final yield [1]. Oxygen is crucial for generation of the ATP needed to drive secondary energy-dependent ion transport. The reduced uptake of nutrients under hypoxic conditions is mainly due to inefficient oxygen transport down to the root [2]. Relevant studies have shown that waterlogging might affect the hormone content in wheat roots and stems, possibly by impacting the production of ethylene [3], and then reduce the absorption of mineral nutrients by plant roots [4]. Wheat is an important food crop widely planted throughout the world and is ranked first in terms of harvest area among the three major food crops (rice, wheat and corn). China is the largest wheat-producing and wheat-consuming country in the world, and wheat is of great significance to China’s food security and Chinese farmers’ incomes. According to the World Food and Agriculture Organization (FAO), approximately 10% of the world’s land area is affected by waterlogging to varying degrees [5]. In the Mediterranean region, the germination and growth stages of winter wheat are vulnerable to waterlogging because approximately 40% of the annual rainfall occurs during the sowing period of winter wheat [6]. In addition, the uneven terrain or poor drainage systems of farmlands easily cause waterlogging in the soil, which often leads to a lack of oxygen supply to the soil and the inhibition of seed germination, and these effects reduce the germination rate (GR) of wheat [7] and result in reductions in wheat production.

Both the timing and duration of waterlogging affect crop yields. In the case of wheat, the two stages at which waterlogging is most detrimental to wheat yields after germination and emergence are the seedling stage and the flowering stage [8]. Setter and Waters [8] found that waterlogging was most damaging during pre-emergence because it mostly results in the killing of seeds and/or very young seedlings. Water near the soil surface floods all the tissues of wheat seeds/seedlings, including the coleoptiles [9, 10]. In contrast to rice, wheat seeds cannot germinate under anoxic conditions. Specifically, wheat seeds under hypoxia cannot decompose starch into sugar and thus cannot germinate. The supply of exogenous sugar results in germination of 84% of seeds, but only slight root elongation (a few millimetres) and no coleoptile growth have been observed in the absence of hypoxia [11]. Moreover, short waterlogging periods of 1–3 days can result in long-term detrimental effects on both the growth and yield of wheat [12]. Researchers believe that plants have established a set of new anatomical, morphological and physiological mechanisms to adapt to waterlogging environments [10], and these mechanisms include the production of aerenchyma, the formation of adventitious roots, petiole elongation, the growth of stem hypertrophy, the growth of hypocotyls, increases in plant height, stomatal closure, the reduction of transpiration and the inhibition of photosynthesis [2, 4, 13]. In the wheat research field, more attention has been paid to the response of plants to waterlogging at the seedling and filling stages [3, 14], but few studies have investigated the response of wheat to waterlogging stress at the germination stage.

Transcriptome sequencing technology can identify and clarify the metabolite synthesis pathways and can accelerate research on plant metabolism. RNA-Seq technology has been used to analyse the differential expression profile of waterlogging-tolerant and waterlogging-sensitive rice varieties during germination to rapidly screen several important candidate genes, such as *OsTPP7*, *OsHXK7* and *OsPGM*, which might affect the early stage of rice growth [15]. The germination of seeds is mainly dependent on amyloplasts in the endosperm [16]; therefore, we focused our analysis on the structural changes in the endosperm at the seed germination stage. In this study, the phenotype and anatomical structures of different wheat genotypes (waterlogging-tolerant, waterlogging-medium tolerant, and waterlogging-sensitive varieties) during seed germination were analysed, and the transcriptional profile during germination was then analysed. Comparisons of the structural and transcriptional profiles of three types of wheat under the waterlogging and control treatments revealed several key DEGs involved in important metabolic pathways under the waterlogging treatment. This study establishes a foundation for further study on the functional characteristics of key waterlogging resistance genes in wheat and is of great significance for the genetic improvement of waterlogging-resistant wheat varieties.

## Results

### Phenotypic analysis of different wheat varieties under the waterlogging treatment

The phenotypes of three wheat seeds (ZM22, BN207 and BN607) after 3 days of germination under the waterlogging treatment are shown in Fig. 1. Under the control treatment, no significant difference in the coleoptile height (CH) was found among the three wheat varieties (Fig. 1a). The GR and CH of the three types of wheat were higher than 95% and approximately 3.5 cm, respectively (Fig. 1b and d). Although no significant differences were found among the roots of ZM22, BN207 and BN607, the GR and CH of the three wheat varieties under the waterlogging treatment were significantly different from those under the control treatment. The highest GR was found with BN607 (94.02%), followed by BN207 (78.85%), and the lowest GR was obtained with ZM22 (61.21%) (Fig. 1c and e). In addition, the CHs of ZM22 and BN207 under the waterlogging treatment (average height of approximately 2 cm) were significantly lower than those under the control treatment, whereas that of BN607 under the waterlogging treatment was equal to 3.5 cm and was not significantly different compared that under the control treatment (Fig. 1e). Based on the above analysis, we ranked the three wheat varieties based on their waterlogging tolerance levels of (from high to low) as BN607, BN207 and ZM22.

**Fig. 1:**
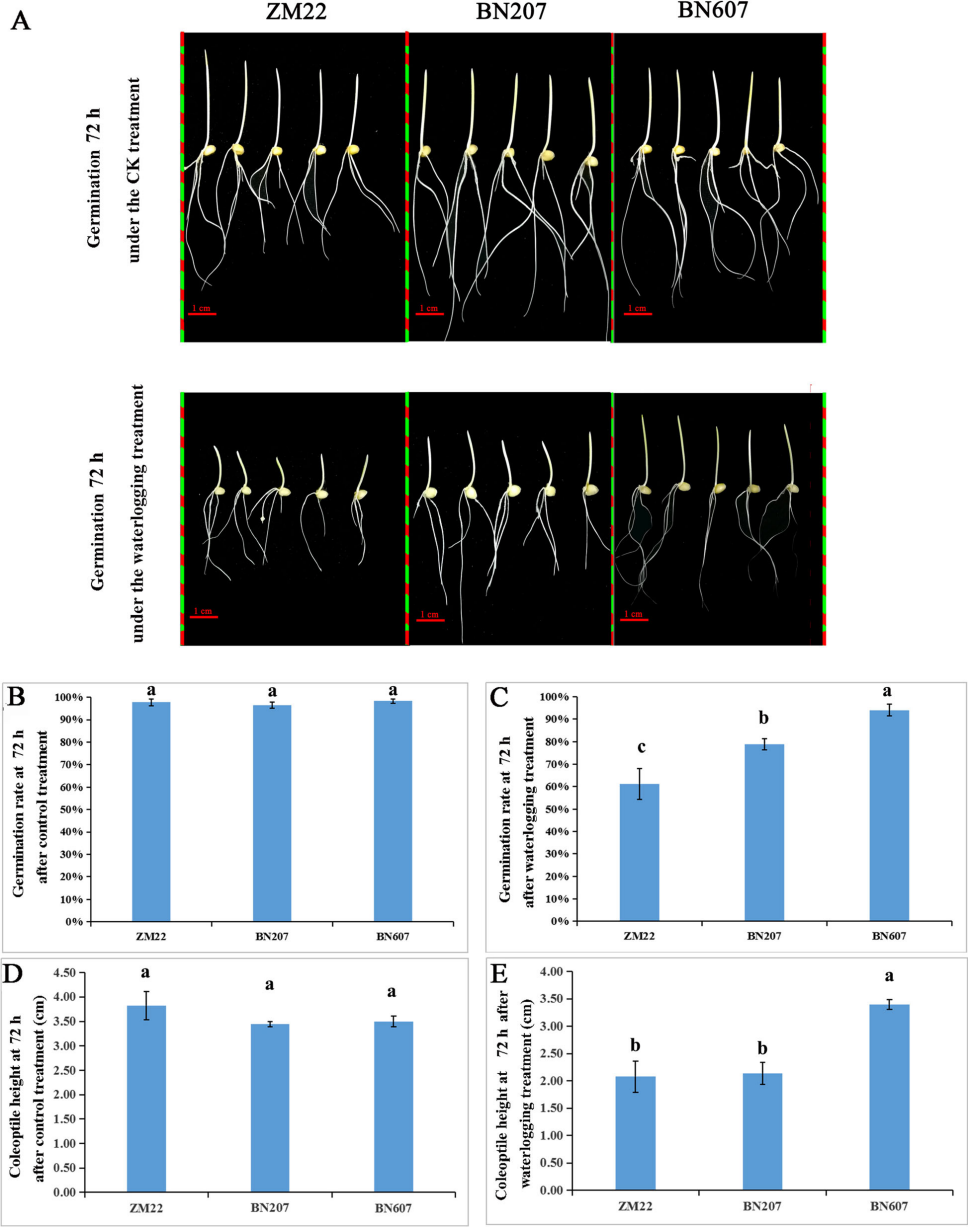
Phenotypic analysis of different wheat varieties after 72 h of germination under the control and waterlogging treatments. **a**, Phenotypes of ZM22, BN207 and BN607 seeds after 72 h of germination under the control and waterlogging treatments. Bars: 1 cm. **b**, Germination rate of ZM22, BN207 and BN607 after 72 h of the control treatment. **c**, Germination rate of ZM22, BN207 and BN607 after 72 h of the waterlogging treatment. **d**, Coleoptile height of ZM22, BN207 and BN607 after 72 h of the control treatment. **e**, Coleoptile height of ZM22, BN207 and BN607 after 72 h of the waterlogging treatment. Each point represents the average from five samples. The error bars represent the SDs. The statistical analysis was performed using the LSD test with *p* < 0.05

### Anatomical analysis of different wheat seeds under the waterlogging treatment

The structural anatomical analysis of the seeds showed that the endosperm was emulsified and degraded during seed germination. The endosperm began to emulsify at the area adjacent to the embryo, which resulted in the formation of a cavity (Fig. 2a). The emulsification degrees of the endosperms of the three wheat varieties after 72 h of waterlogging treatment were different. The highest degree of endosperm emulsification was obtained for BN607, followed by BN207 and ZM22 (Fig. 2a). As demonstrated by scanning slices of the three wheat varieties, no significant difference in the starch grain size of ZM22 between the waterlogging and control treatments, but the number of amyloplasts under the waterlogging treatment was significantly lower than that under the control treatment (Fig. 2b). In BN607, the length and width of the amyloplasts under the waterlogging treatment were lower than those under the control treatment, and the number of amyloplasts under the waterlogging treatment was significantly lower than that under the control treatment (Fig. 2c). In BN207, no significant difference in the starch size was detected between the waterlogging and control treatments. Surprisingly, the number of amyloplasts in ZM22 under the waterlogging treatment was significantly higher than that under the control treatment (Fig. 2c). We concluded that the amyloplasts of ZM22, BN207 and BN607 might exhibit varying levels of responses to waterlogging stress.

**Fig. 2:**
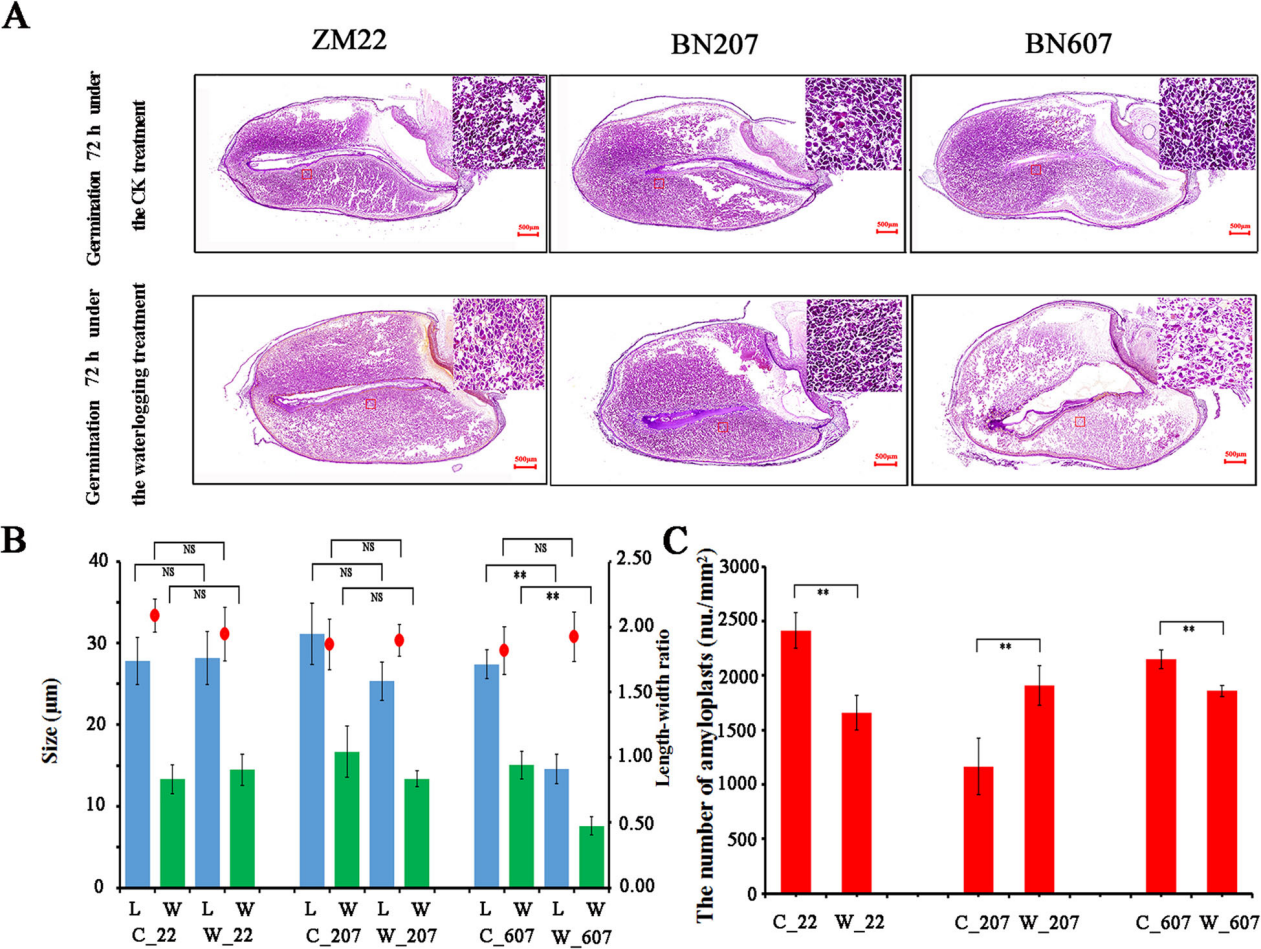
Structural anatomy of the endosperm of three wheat varieties after 72 h of germination under the control and waterlogging treatments. **a**, Structural anatomy of the endosperm of ZM22, BN207 and BN607 under the control and waterlogging treatments. Bars: 500 μm. **b**, Length, width and ratio of the length to the width of the amyloplasts of ZM22, BN207 and BN607. L, amyloplast length; W, amyloplast width. **c**, Number amyloplasts in ZM22, BN207 and BN607. ZM22: Zhoumai 22, BN207: Bainong 207, BN607: Bainong 607; C_22, ZM22 after 72 h of germination under the control treatment; W_22: ZM22 after 72 h of germination under the waterlogging treatment; C_207, BN207 after 72 h of germination under the control treatment; W_207, BN207 after 72 h of germination under the waterlogging treatment; C_607, BN607 after 72 h of germination under the control treatment; W_607, BN607 after 72 h of germination under the waterlogging treatment. Each point represents the average from three samples. The error bars represent the SDs. ∗ indicates significance at *p* < 0.05, ∗∗ indicates significance at *p* < 0.01

### Transcriptomic analysis of three wheat varieties under the waterlogging and control treatments

To study the response mechanism of wheat seeds to waterlogging stress during germination, samples were collected from BN607, BN207 and ZM22 under the waterlogging and control treatments. Each variety was subjected to three replicate treatments, and a total of 18 libraries were constructed. 

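Germinating seeds of ZM22, BN207 and BN607 were sampled under the waterlogging treatment (W72) and the control treatment (C72), with 3 libraries in each of the 6 groups and 18 libraries in all. By the paper's methods, seeds were kept under water for 72 h at 20 °C in the dark, then germinated for 72 h, and the radicle and coleoptile were removed before RNA extraction. The sample records describe waterlogging in a beaker at a water depth of 10 cm and control seeds imbibed for 24 h. Poly(A) RNA was sequenced on the Illumina NovaSeq, and the authors trimmed the reads with cutadapt, aligned them to wheat IWGSC RefSeq v1.0 and assembled and merged transcripts with StringTie. Loci therefore carry either an assembled MSTRG name or a TraesCS gene name. The deposited values are an estimated count and an FPKM (fragments per kilobase of transcript, scaled to library size) for each gene and library.
Summed counts per library, in M (mega), were 92.56 to 104.75 M (median 100.77 M) in C72_ZM22, 68.75 to 97.63 M (median 88.54 M) in W72_ZM22, 95.72 to 107.71 M (median 103.03 M) in C72_BN207, 97.66 to 100.49 M (median 97.72 M) in W72_BN207, 101.67 to 103.70 M (median 102.08 M) in C72_BN607 and 72.68 to 97.10 M (median 95.88 M) in W72_BN607. The paper gives its depth as 6.40 M reads per sample, and its Table S1 lists 48.27 to 69.23 M valid reads per library. The counts are the depth used here. The authors tested FPKM with Ballgown and called genes at an unadjusted p < 0.05 with a log2 fold change beyond 1. Here the counts of the 50656 genes with at least 1 FPKM in at least 3 libraries, out of 94141 genes, were fitted in edgeR with 1 mean for each group and a quasi-likelihood test within each variety. A gene was called at a Benjamini-Hochberg adjusted p < 0.05, and its log2 fold change is waterlogging over control. Levels in FPKM are given as mean ± SD of 3 libraries, fold changes with their standard error (SE). Lists of genes fixed before the values were seen were tested with camera (limma) at a set correlation of 0.01 between genes and, as a stricter version, at a correlation estimated from the data. The paper describes the 3 libraries of a group as biological replicates, and the p-values measure the spread between these 18 samples.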

We subsequently performed transcriptome sequencing using Illumina NovaSeq™ 6000 with the wheat genome was used as the reference genome, and an average of 6.40 million reads were obtained from each sample. After removing low-mass, joint, and potentially contaminated data, 7.41–10.38 GB data were obtained from each sample, the GC value was 53.00–54.00%, and the Q30 value ranged from 97.62 to 98.44% (Table S1). The ratio of exons to reference genomic libraries averaged 92.35%, whereas the average ratios obtained for introns and intergenic spacers were 2.67 and 4.98%, respectively (Table S2).

A principal component analysis (PCA) of all the genes in the 18 libraries (Fig. S1) revealed that principal component 1 (PC1) and PC2 explained 79.09 and 11.85% of the variance. 

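Cell division genes such as the histones set the replicates of a group apart more than the waterlogging treatment did. The median level of the 189 cell division genes, in log2(FPKM + 1), was 0.99, 1.22 and 3.70 in the 3 C72_ZM22 libraries and 1.51, 4.36 and 2.17 in W72_ZM22. In BN207 it was 1.29, 4.45 and 5.19 under control and 3.70, 2.94 and 2.29 under waterlogging, and in BN607 3.69, 4.95 and 5.04 against 2.25, 5.70 and 4.25. These genes followed the first principal component of log2(FPKM + 1), with a median correlation of 0.92 per gene, while storage protein genes ran against it (median correlation -0.44).
That component carried 45.3% of the variance over 90636 genes, and the next 14.7%; on FPKM without a log the shares were 55.6% and 29.0%. Differences between the 6 groups made up 44.5% of the variance of the component 1 scores (permutation p = 0.169, 100000 resamples), differences between varieties 42.0%, and differences between treatments 0.570%. Of the variance of component 2, 57.7% lay between varieties. On it the ZM22 scores (28.85 to 110.23) lay above all BN207 scores (-95.01 to -6.31), while the BN607 scores (-121.52 to 46.50) overlapped both.

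**Figure D1:**
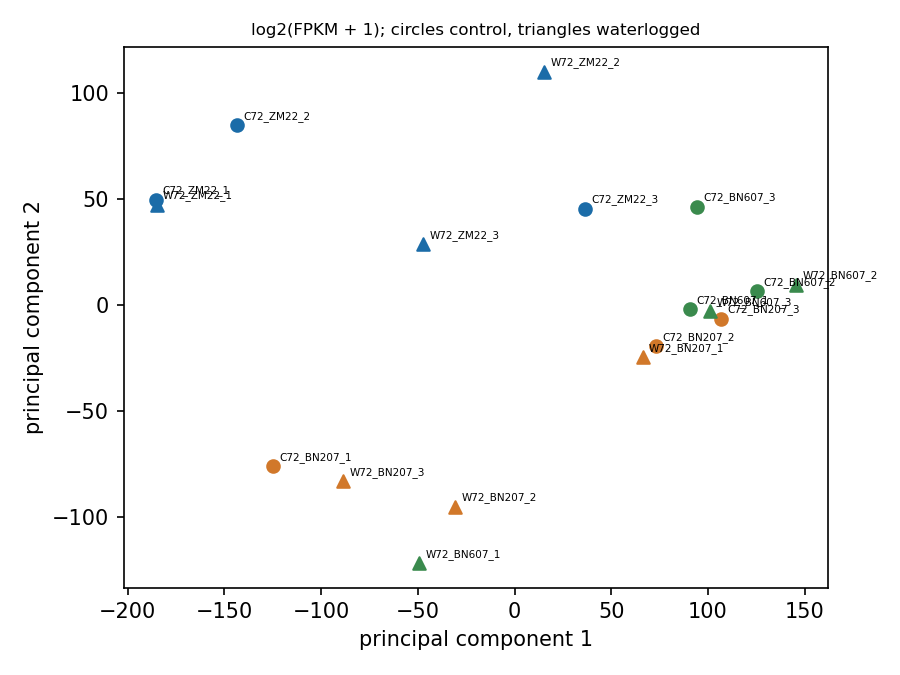
Scores of the 18 libraries on principal components 1 and 2 of log2(FPKM + 1), in arbitrary units, with circles for control, triangles for waterlogging and colours for ZM22 (blue), BN207 (orange) and BN607 (green). Scores on component 1 run from -185.48 (C72_ZM22 replicate 1) to 145.57 (W72_BN607 replicate 2), and W72_BN607 replicate 1 lies at -49.24 and -121.52.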

The three biological replicates of each treatment were significantly clustered together, and similar results were obtained with the waterlogging-treated and normally cultured wheat varieties. These results showed that the biological replicates of the samples were good and that the sequencing results were reliable.

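Within groups, the 3 C72_BN607 libraries were closest to each other (median Pearson correlation of log2(FPKM + 1) 0.945) and the C72_BN207 libraries furthest apart (median 0.786). Over all 18 pairs within a group the correlation ran from 0.735 to 0.949 (median 0.820), and over the 27 pairs of the same variety under different treatments from 0.710 to 0.944 (median 0.867). The library most like a given library came from the same group for 9 of 18 libraries and from the same variety for 14 of 18. The paper concludes from its replicates that the sequencing results are reliable.
W72_BN207 replicate 1 lacked transcripts seen in every other BN207 library. MSTRG.5190 (TraesCS2A02G070000, a putative NADP-dependent oxidoreductase, 2A 30857277 to 30859496) was at 14.9 to 48.6 FPKM in the other 5 BN207 libraries, 0 in this library and at most 0.0384 FPKM in BN607. MSTRG.2971 (TraesCS1B02G351000, a cyclic phosphodiesterase, 1B 581412112 to 581413204) was at most 0.0409 FPKM in the other BN207 libraries, 26.2 FPKM here and 18.5 to 31.1 FPKM in BN607. Transcripts were called specific to a variety without using the library being scored, and a transcript above 0.5 FPKM counted as detected. In W72_BN207 replicate 1, 0 of 124 transcripts specific to BN207 and 127 of 127 specific to BN607 were detected. The other 17 libraries each detected 83.7% to 100% of the transcripts specific to their labelled variety and at most 1.66% of another variety's. All libraries keep their labels in the values given here.

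**Figure D2:**
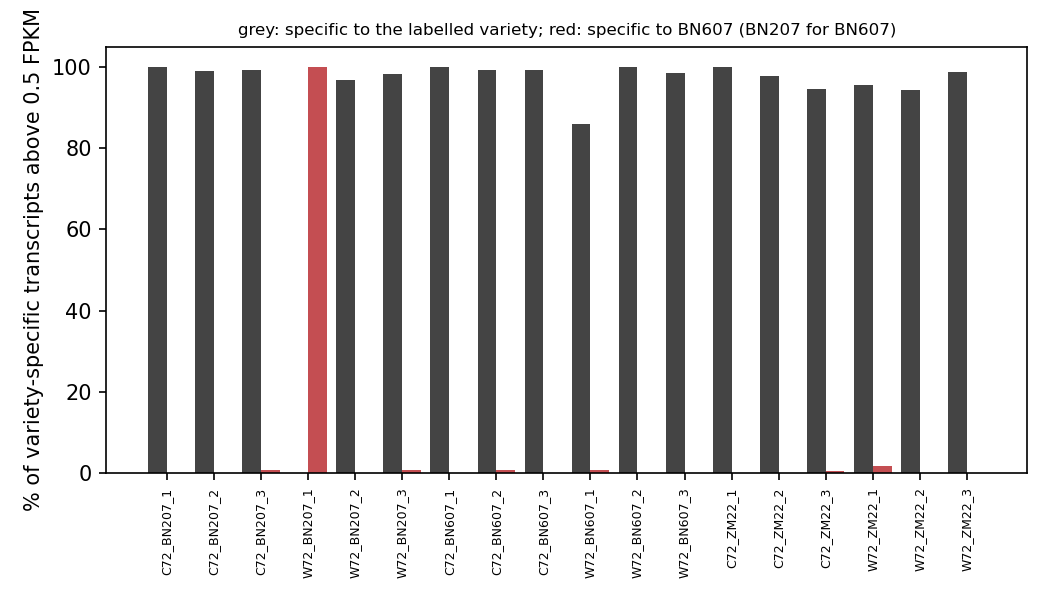
Share (%) of variety-specific transcripts above 0.5 FPKM in each of the 18 libraries, grey for the labelled variety and red for BN607 (BN207 in the BN607 libraries). W72_BN207 replicate 1 shows 0% and 100%.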

### Analysis of DEGs in three wheat varieties in response to waterlogging stress

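MSTRG.1763 (TraesCS1B02G048800, a hypothetical protein, 1B 28561964 to 28564707) fell in ZM22, from 0.132 ± 0.0685 FPKM (SD, n = 3) under control to 0 under waterlogging, a log2 fold change of -7.44 (SE 0.69) with an adjusted p of 0.00328 in edgeR. Its control counts were 14 to 35 per library, and against a floor of 3 counts per library the fall was at least 7.11-fold. MSTRG.27378 (TraesCS6A02G040900, an uncharacterized protein, 6A 21306344 to 21308835) fell from 4 to 8 counts per library to 0, which is 2.22-fold at that floor (log2 fold change -5.92 (SE 0.71), edgeR adjusted p = 0.0348). MSTRG.30200, an assembled locus without a description (6B, 715743060 to 715751618), fell from 10 to 15 counts to 0, which is 4.11-fold at that floor (log2 fold change -6.78 (SE 0.55), edgeR adjusted p = 0.00134). The counts are estimates from coverage, so the floor and these bounds are uncertain. With counts divided by 4, none of the 3 loci passed. All 3 loci were at trace level in ZM22: the 12 libraries of BN207 and BN607 held 3.39 to 13.1 FPKM of MSTRG.1763 and 6.43 to 10.7 FPKM of MSTRG.30200. Over 21 other settings MSTRG.1763 passed in 12, MSTRG.27378 in 5 and MSTRG.30200 in 12, with adjusted p up to 1 for each. Leaving out C72_ZM22 replicate 1 gave 5 called genes in ZM22, and leaving out replicate 3 gave 8.
No other tested gene passed in ZM22, and 0 genes passed in BN207 and in BN607. At unadjusted p < 0.05, edgeR gave 551 genes in ZM22, 957 in BN207 and 1072 in BN607, which is 1.09%, 1.89% and 2.12% of those tested. DESeq2 called 144, 274 and 34 genes at its adjusted p < 0.05. All 3 waterlogged libraries lay above or below all 3 controls for 3.40% of genes in ZM22, 3.62% in BN207 and 9.44% in BN607, where chance gives 10%.
The study's thresholds, unadjusted p < 0.05 and a log2 fold change beyond 1, took in 412 genes in ZM22, 815 in BN207 and 669 in BN607. Without C72_ZM22 replicate 3 the ZM22 number was 2000, and without W72_ZM22 replicate 1 it was 1048. For BN207 it was 1984 without C72_BN207 replicate 1 and 1408 without W72_BN207 replicate 1. BN607 gave 415, 326 and 347 genes without C72_BN607 replicate 1, C72_BN607 replicate 3 and W72_BN607 replicate 1, and 1607 and 1498 without W72_BN607 replicates 2 and 3.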

A total of 107,891 genes were obtained from the transcriptome sequencing data, and 479, 637 and 1800 DEGs were identified in ZM22, BN207 and BN607 under waterlogging stress, respectively (Fig. 3a). As determined through a GO enrichment analysis of these DEGs (Fig. S2, Table S3), the DEGs in ZM22 mostly functioned in oxidoreductase activity and mainly participated in the biological response to abscisic acid. In addition, the DEGs in BN207 mainly functioned in molecular function and DNA binding, mostly exhibited protein heterodimerization activity and mainly participated in the biological response to abscisic acid, the response to water deprivation and the defence response to fungus. Moreover, the DEGs in BN607 mostly showed transcription factor activity and mainly participated in the biological oxidation-reduction process. 

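Of the genes past the study's thresholds in ZM22, 241 carry a GO term, and 6 of them belong to the response to abscisic acid, the hormone that holds seeds dormant: 1 was higher and 5 were lower under waterlogging, where 3.57 were expected by chance. Oxidoreductase activity held 1, which was lower, against 2.72 expected. Late embryogenesis abundant (LEA) proteins and dehydrins, which accumulate under abscisic acid and protect drying seeds, had a median log2 fold change of -0.19 over 52 tested genes (camera adjusted p = 0.147). MSTRG.31344 (TraesCS6D02G332900, a YSK2 dehydrin, 6D 435351033 to 435352218) was at -1.88 (SE 1.61), and MSTRG.12535 (TraesCS3A02G396100, LEA protein Lea5, 3A 643220218 to 643220613) at 0.92 (SE 1.61); both had an edgeR adjusted p of 1. Fisher's exact test, adjusted over the 14 GO and KEGG terms that the paper names, gave p = 0.274 for abscisic acid (odds ratio 1.71) and p = 0.621 for oxidoreductase activity (0.363). Terms the paper does not name were looked at after the values were seen: 5 of the 43 tested genes for sugar transmembrane transporter activity and 11 of 446 for SCF-dependent proteolysis were among the 182 annotated genes that were lower.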

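In BN207, 430 of the genes past the study's thresholds carry a GO term. Response to abscisic acid and response to water deprivation each held 12 of them, 10 higher and 2 lower under waterlogging, against 6.36 and 4.85 expected. Defence response to fungus held 9 (8 higher, 3.08 expected), DNA binding 27 (18 higher, 27.1 expected) and protein heterodimerization activity, a term carried by the histones, 7 (4 higher, 3.43 expected). Water deprivation (odds ratio 2.56) and defence to fungus (3.03) passed Fisher's exact test, each with p = 0.0143 adjusted over the 14 terms; abscisic acid (p = 0.0928), heterodimerization (p = 0.180) and DNA binding (p = 1) did not. With every annotated gene of the file as background, abscisic acid (adjusted p = 0.0399) and heterodimerization (adjusted p = 0.0279) passed as well. W72_BN207 replicate 1 lacks transcripts specific to BN207. Without it, a test chosen after the values were seen, water deprivation held 39 genes (18 higher and 21 lower, adjusted p = 1.4e-09), defence to fungus 20 (9 higher, adjusted p = 4.8e-04) and abscisic acid 28 (19 higher, adjusted p = 0.00732). Heterodimerization then held 12 genes, all lower (adjusted p = 0.331), and DNA binding 57, with 48 lower (adjusted p = 0.382).
The LEA and dehydrin list (maturation and abscisic acid) rose in BN207, with a median log2 fold change of 2.32, 43 of 52 tested genes above 0 and camera adjusted p = 1.9e-05, and adjusted p = 0.862 with an estimated correlation. None of its genes passed alone, over all genes or adjusted over the list alone: the dehydrins MSTRG.24847 (TraesCS5B02G426800, 5B 602648556 to 602649390) and MSTRG.22898 (TraesCS5A02G424800, 5A 610184778 to 610185696) were at 5.09 (SE 2.57) and 4.62 (SE 2.64). The rise came from W72_BN207 replicate 2, whose median level of these genes was 5.71 in log2(FPKM + 1), where the other waterlogged libraries had 0.78 and 1.04. Leaving that library out turned the median to -1.09 (camera adjusted p = 0.00514). In BN607 the list had a median of 0.21 and a mean of 0.19, with the test pointing down (camera adjusted p = 0.741).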

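Transcription factor activity held 39 of the 479 annotated genes past the study's thresholds in BN607, 27 higher and 12 lower under waterlogging, against 20.4 expected (odds ratio 2.01). The oxidation-reduction process held 34, of which 21 were higher and 13 lower, against 16.7 expected (odds ratio 2.14). Both passed Fisher's exact test with p = 9.6e-04, adjusted over the 14 named terms. At these thresholds 473 genes were higher and 196 lower in BN607, but without W72_BN607 replicate 1 there were fewer, and more of them lower than higher. Neither term was tested without that library. The antioxidant list, which holds glutathione S-transferases beside superoxide dismutases, catalases and ascorbate peroxidases, fell in BN607. Of 89 tested genes 66 were lower, with a median log2 fold change of -0.28 and camera adjusted p = 6.8e-07, and adjusted p = 0.643 with an estimated correlation. None of them passed alone, over all genes or adjusted over the list alone. Cytosolic ascorbate peroxidase 1, MSTRG.19220 (TraesCS4B02G197900, 4B 426772094 to 426775446), was at -0.10 (SE 0.69) and the cytosolic Cu/Zn superoxide dismutase MSTRG.9393 (TraesCS2D02G123300, 2D 72169391 to 72172718) at -0.24 (SE 0.40), while catalase 3, MSTRG.36845 (TraesCSU02G105300, Un 92716574 to 92720683), was at 0.82 (SE 0.68). W72_BN607 replicate 1 had the lowest level of the list, 1.28 in log2(FPKM + 1), against 2.94 and 2.52 in the other waterlogged libraries. BN207 had a median of -0.03 (camera adjusted p = 0.741).
In ZM22 the antioxidant list fell as well, with a median of -0.26 and camera adjusted p = 0.0242, and adjusted p = 0.92 with an estimated correlation. The call was lost without C72_ZM22 replicate 1 (-0.26, adjusted p = 0.167), C72_ZM22 replicate 2 (-0.19, adjusted p = 0.288) or W72_ZM22 replicate 1 (-0.17, adjusted p = 0.758).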

A KEGG enrichment analysis showed that 13 DEGs in ZM22 were significantly enriched in the “amino sugar and nucleotide sugar metabolism” pathway (Fig. S3, Table S4), followed by the “glyceride metabolism” and “base sugar and nucleotide sugar metabolism” pathways. 

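Amino sugar and nucleotide sugar metabolism, the KEGG pathway that holds the chitinases, contained 5 of the 111 annotated genes past the study's thresholds in ZM22, all 5 lower under waterlogging, against 3.34 expected (odds ratio 1.53; p = 0.548 in Fisher's exact test adjusted over the 14 named terms). Glycerolipid metabolism contained 2, both lower, against 1.96 expected (adjusted p = 0.779). Chitinases and other defence proteins as a list of 228 tested genes had medians of -0.22 in ZM22, 0.03 in BN207 and 0.04 in BN607, with camera adjusted p = 0.0701, 0.712 and 0.0718; in BN607 the test pointed down against a positive median and mean. The highest-level member, the endochitinase PR4 locus MSTRG.8274 (TraesCS2B02G368900, 2B 526524553 to 526524816), was at 0.06 (SE 0.85), 0.78 (SE 0.86) and 1.65 (SE 0.87) in these varieties. The defensin MSTRG.22572 (TraesCS5A02G329000, 5A 538000339 to 538001594), a small antifungal protein, was at -0.90 (SE 1.32), -1.84 (SE 1.35) and -0.87 (SE 1.32). Wheatwin-2 (MSTRG.16664, TraesCS3D02G524700, 3D 604447774 to 604448529), a PR4 protein, was at -0.36 (SE 1.20) in ZM22 and 1.09 (SE 1.21) in BN607. Each of the 3 loci had an edgeR adjusted p of 1 in every variety.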

In BN607 under waterlogging stress, 40 genes were significantly enriched in the “phenylpropanoid biosynthesis” and “starch and sucrose metabolism” pathways followed by the “amino sugar and nucleotide sugar metabolism” pathway.

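Phenylpropanoid biosynthesis, the route to lignin and its precursors, held 15 of the 259 annotated genes past the study's thresholds in BN607, 8 higher and 7 lower under waterlogging, against 7.26 expected (odds ratio 2.16). Starch and sucrose metabolism held 13 (5 higher and 8 lower, 10.8 expected) and amino sugar and nucleotide sugar metabolism 12 (11 higher and 1 lower, 7.79 expected). Phenylpropanoid biosynthesis passed Fisher's exact test (p = 0.0204 adjusted over the 14 named terms, and 0.255 with every annotated gene as background); the other pathways had p = 0.555 and p = 0.242.
Phenylpropanoid genes as a list of 142 tested genes fell in BN607, with a median log2 fold change of -0.41 and camera adjusted p = 8.0e-08, and adjusted p = 0.832 with an estimated correlation. The caffeic acid O-methyltransferases MSTRG.7137 (TraesCS2B02G066100, 2B 33351099 to 33353072) and MSTRG.36643 (TraesCSU02G024300, Un 24672427 to 24674333), which methylate lignin precursors, were at -1.21 (SE 1.37) and -1.29 (SE 1.43), and the highest-level member, peroxidase 45 (MSTRG.36231, TraesCS7D02G420800, 7D 540506392 to 540507873), at 0.87 (SE 0.98). No member passed alone in any variety, over all genes or adjusted over the list alone. Without W72_BN607 replicate 1, whose median level was 0.17 in log2(FPKM + 1) against 1.65 and 2.01, the list median was -0.13 (adjusted p = 0.600).
In BN207 the phenylpropanoid list fell with a median of -0.25 and camera adjusted p = 0.0149, and adjusted p = 0.98 with an estimated correlation. Leaving out C72_BN207 replicate 2 (0.00, adjusted p = 0.405) or W72_BN207 replicate 3 (-0.07, adjusted p = 0.881) removed the call. ZM22 had a median of -0.28 and a mean of 0.04 (camera adjusted p = 0.644, pointing down).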

**Fig. 3:**
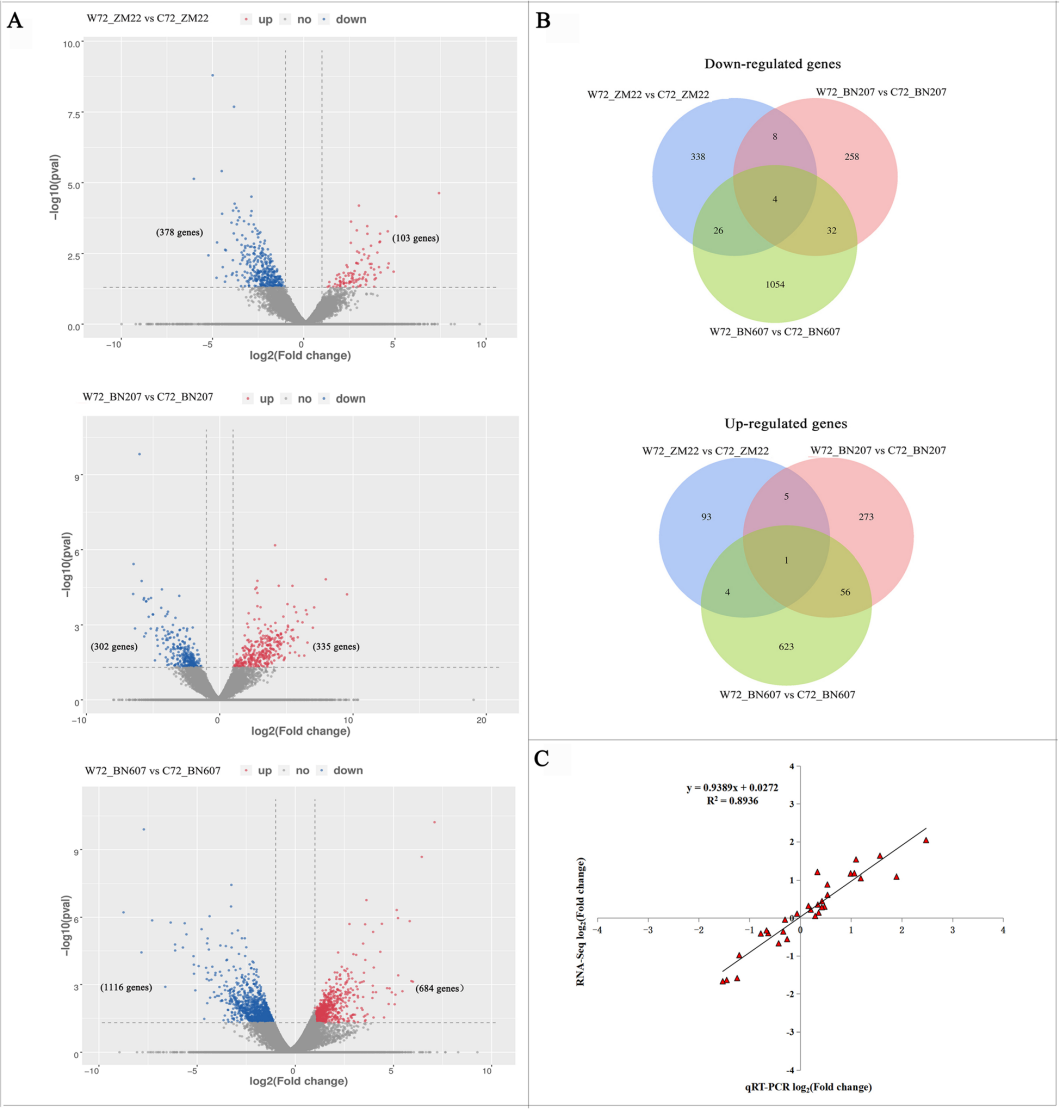
Analysis of DEGs in three wheat cultivars under waterlogging stress. **a**. Volcano plot analysis of DEGs in ZM22, BN206 and BN607. The abscissa represents the log_2_ (fold change), and -log_2_ (*p*-value) is shown as the ordinate. The red colour indicates significantly upregulated DEGs, the blue colour showed the significantly downregulated DEGs, and the grey colour represents nonsignificant DEGs. **b**. Venn diagram of downregulated and upregulated genes in ZM22, BN206 and BN607. **c**. Correlation analysis of the qRT-PCR data and the RNA sequencing results. W72_ZM22, W72_BN207 and W72_BN607 refer to ZM22, BN207 and BN607 under the waterlogging treatment, respectively. C72_ZM22, C72_BN207 and C72_BN607 refer to ZM22, BN207 and BN607 under the control treatment, respectively

A total of 2775 genes were significantly expressed in three wheat varieties under waterlogging stress. 

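Storage protein genes, the gliadins, glutenins and globulins of the grain, fell when the response was averaged over the 3 varieties: 35 of 41 tested genes were lower, with a median log2 fold change of -1.34 and camera adjusted p = 3.1e-24, and adjusted p = 0.351 with an estimated correlation. Of these genes, 12 passed when adjusted over the list alone and 0 over all genes. Antioxidants (median -0.14, adjusted p = 5.0e-05), phenylpropanoids (-0.36, adjusted p = 5.4e-06) and fermentation genes (-0.21, adjusted p = 0.00872) also fell on average in camera, and ribosomal protein genes rose (0.15, adjusted p = 8.5e-04). With an estimated correlation these lists had adjusted p = 0.375, 0.641, 0.375 and 0.97. MSTRG.30200 was the only gene to pass on average, at -2.28 (SE 0.23, and edgeR adjusted p = 0.0160). That average came from ZM22, where the gene went from trace counts to 0, while BN207 and BN607 were at 0.03 and -0.09 (SE 0.25 in both). With the ZM22 value at the floor of 3 counts the average fall was at least 0.70. DESeq2 called 129 genes up and 89 down on average, and 1376 genes had an unadjusted p < 0.05 in edgeR. Leaving out a single library gave between 0 and 4 called genes; without C72_ZM22 replicate 3 there were 4, and 2 without each of C72_ZM22 replicate 1, W72_BN207 replicate 1 and W72_BN607 replicate 1. None passed without any of C72_ZM22 replicate 2, W72_ZM22 replicates 2 and 3, C72_BN207 replicates 1 to 3, W72_BN207 replicates 2 and 3, C72_BN607 replicates 2 and 3 and W72_BN607 replicate 3.
Taking in any gene past the study's thresholds in at least 1 variety gave 1831 genes. Table S5 of the paper lists 1116 genes as lower in BN607, and 1107 of them were matched in the file; the mean FPKM was lower under waterlogging for all 1107. Of the 1014 that were tested, 112 passed the study's thresholds here, and for 83.4% all 3 waterlogged libraries lay below all 3 controls. The paper picked this list on these same libraries, so its direction and separation are not independent evidence. In the paper's other lists the share set apart in the listed direction ran from 17.4% (higher in BN607) to 42.4% (lower in ZM22).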

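Storage protein genes fell in ZM22 (median log2 fold change -2.22 over 41 tested genes, camera adjusted p = 5.9e-19, and adjusted p = 0.643 with an estimated correlation), and 11 of them passed when adjusted over the list alone. With the 4 members at 0 in a group set to the floor of 3 counts the median was -1.69. In C72_ZM22 replicate 1 their median level was 4.39 in log2(FPKM + 1), against 0.44 and 0.46 in the other controls, and without that library the median was -0.59, with the call kept (camera adjusted p = 1.3e-06). They fell in BN207 too (median -1.88, adjusted p = 3.5e-07, and adjusted p = 0.862 with an estimated correlation), but not without C72_BN207 replicate 1 (0.04, adjusted p = 0.673). The globulin-3A gene MSTRG.17878 (TraesCS4A02G296100, 4A 596446016 to 596448452) was at -0.80 (SE 1.28) in ZM22 and -1.98 (SE 1.32) in BN207.
Ribosomal protein genes, which follow growth, rose in ZM22 (median 0.42 over 293 genes, camera adjusted p = 6.3e-17, and adjusted p = 0.92 with an estimated correlation), as in the L23a gene MSTRG.10355 (TraesCS2D02G354800, 2D 455523556 to 455525556) at 0.60 (SE 0.56). In BN207 their median was -0.24 (adjusted p = 0.0701). Cell division genes rose in ZM22 (median 0.67, adjusted p = 4.9e-12, and adjusted p = 0.92 with an estimated correlation), but without W72_ZM22 replicate 2 their median was -0.63 (adjusted p = 0.432). They fell in BN207 (median -1.30, adjusted p = 2.7e-09, and adjusted p = 0.976 with an estimated correlation), and without C72_BN207 replicate 3 the median was -0.51 (adjusted p = 0.983, with the test pointing up). The histone H4 gene MSTRG.26606 (TraesCS5D02G360900, 5D 440374923 to 440375514) was at 0.75 (SE 1.17) in ZM22 and -1.49 (SE 1.19) in BN207.
Photosynthesis genes, at low level in these seeds, rose in ZM22 (median 0.33 over 30 genes, camera adjusted p = 0.00246, and adjusted p = 0.976 with an estimated correlation). Leaving out C72_ZM22 replicate 1 (0.00, adjusted p = 0.140), C72_ZM22 replicate 2 (0.03, adjusted p = 0.994) or W72_ZM22 replicate 3 (0.11, adjusted p = 0.127) removed that call. In BN207 they fell (median -1.02, adjusted p = 0.00307, and adjusted p = 0.976 with an estimated correlation), although 1 member passed upward adjusted over the list alone. The BN207 call was lost without C72_BN207 replicate 3 (0.00, adjusted p = 0.764), W72_BN207 replicate 2 (-0.56, adjusted p = 0.492) or W72_BN207 replicate 3 (-0.70, adjusted p = 0.132). The oxygen-evolving enhancer gene MSTRG.9892 (TraesCS2D02G248400, 2D 292288878 to 292290394), part of photosystem II, was at 0.79 (SE 1.15) and -0.75 (SE 1.15).
By the study's thresholds 112 genes were higher and 300 lower in ZM22, and 644 higher and 171 lower in BN207. Without C72_ZM22 replicate 3 ZM22 had 1548 higher and 452 lower genes, and without W72_BN207 replicate 1 BN207 had 311 higher and 1097 lower. Other than the 3 loci at trace level in ZM22, no gene named for these varieties passed alone (edgeR adjusted p = 1).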

In ZM22, 378 genes were significantly downregulated, and 103 genes were significantly upregulated (Fig. 3a), and 302 and 335 genes were significantly downregulated and significantly upregulated in BN207, respectively (Fig. 3a). 

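Storage protein genes fell in BN607 with a median log2 fold change of -0.62 (camera adjusted p = 4.8e-04, and adjusted p = 0.92 with an estimated correlation), a median that was 0.03 with quantile normalization, and the call was lost without W72_BN607 replicate 2 (-0.28, adjusted p = 0.822). The globulin-1 gene MSTRG.22929 (TraesCS5A02G432100, 5A 616547318 to 616549433) was at -1.52 (SE 1.43). Cell division genes had a median of 0.15 (adjusted p = 0.215), ribosomal protein genes 0.29 (adjusted p = 0.437) and photosynthesis genes 0.50 (adjusted p = 0.215). Camera, which sets a list against all other genes, pointed down in BN607 for cell division, photosynthesis, protease and heat shock genes, although each had a positive median and mean. Aleurone proteases, which break down the stored protein during germination, had medians of 0.08 in ZM22, 0.02 in BN207 and 0.17 in BN607, with camera adjusted p = 0.869, 0.224 and 0.244 over 58 genes. Cathepsin B (MSTRG.20208, TraesCS4D02G061400, 4D 37134742 to 37138156) was at -0.11 (SE 0.83), 0.30 (SE 0.83) and 1.63 (SE 0.85), and the cysteine proteinase EP-B 2 gene MSTRG.16359 (TraesCS3D02G407600, 3D 520824123 to 520825587) at 0.70 (SE 0.89), 0.65 (SE 0.89) and 0.86 (SE 0.89). Heat shock proteins, the chaperones that refold damaged protein, had medians of 0.18 in ZM22, -0.31 in BN207 and 0.02 in BN607 (camera adjusted p = 0.165, 0.191 and 0.516; 57 genes); the HSP70 gene MSTRG.25073 (TraesCS5B02G492500, 5B 660365319 to 660370795) was at 0.72 (SE 0.50) in BN607.
By the study's thresholds 473 genes were higher and 196 lower in BN607, and 116 and 231 without W72_BN607 replicate 1. With all libraries kept, limma with a pseudocount of 0.1, TPM scaling and quantile normalization also gave more lower than higher genes. No filter, the filter on mean FPKM and median-ratio scaling gave more higher ones. Across all genes, the 3 waterlogged libraries lay above the 3 controls for 755 and below them for 4029, where chance alone puts 10% of genes in the 2 places together. None of these genes passed in edgeR (smallest adjusted p = 1).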

In BN607, 1116 and 684 genes exhibited significantly downregulated expression and significantly upregulated expression, respectively (Fig. 3a). 

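Xylan, a main polymer of cereal cell walls, is broken down by arabinofuranosidases and xylanases, and none of their genes passed in BN607. MSTRG.25872 (TraesCS5D02G152100, alpha-L-arabinofuranosidase 1, which strips arabinose from xylan, 5D 241244371 to 241251912) was at a log2 fold change of 0.53 (SE 1.02) in ZM22, 0.91 (SE 1.02) in BN207 and 1.89 (SE 1.05) in BN607. The endoxylanase MSTRG.26934 (TraesCS5D02G448800, 5D 498171493 to 498173791), which cuts the xylan backbone, was at 0.72 (SE 1.65), 2.81 (SE 1.76) and 2.88 (SE 1.76); all had an edgeR adjusted p of 1. As a list, the 113 tested wall-loosening genes had medians of 0.09 in ZM22, -0.14 in BN207 and -0.06 in BN607 (camera adjusted p = 0.141, 0.236 and 0.165), and in BN607 their mean was 0.10 while the test pointed down. Xylan catabolic process held 6 and L-arabinose metabolic process 5 of the 334 annotated genes past the study's thresholds and higher in BN607; these terms were picked after the values were seen. By those thresholds 629 genes were found in BN607 alone, 455 higher and 174 lower. No gene passed in BN607 after adjustment, so none is specific to it by that test.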

A Venn diagram of 2775 DEGs showed that 1677 DEGs were uniquely found in BN607, and 1054 and 623 genes were downregulated and upregulated, respectively. In addition, five DEGs were shared among the three varieties. 

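By the study's thresholds, 3 genes were past the limits in all 3 varieties. MSTRG.36780 (TraesCSU02G076600, pathogenesis-related protein 1-8, Un 68273551 to 68274057) was higher, with log2 fold changes of 5.58 in ZM22, 7.50 in BN207 and 4.83 in BN607; PR1 proteins mark the response to fungi. The alpha-gliadin MSTRG.36849 (TraesCSU02G108100, Un 94280585 to 94281460), a gluten storage protein with 0 counts in all 3 waterlogged ZM22 libraries, was lower at -3.95 in BN207 and -4.19 in BN607. TraesCS5D02G317100 (CBFIVd-D9, a C-repeat binding factor of the cold response, 5D 410490700 to 410491759) was lower at -1.11 in ZM22, -1.33 in BN207 and -1.32 in BN607. Averaged over the varieties the 3 genes were at 5.97 (SE 1.34), -6.91 (SE 1.19) and -1.25 (SE 0.29). None passed in edgeR on average, with adjusted p of 1, 0.785 and 1. The gliadin average takes in a fitted ZM22 value of -12.58 against 0 counts, so the counts do not fix its size. The number of shared genes was 7 with no filter on low values and 1 in limma with a pseudocount of 0.1.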

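TraesCSU02G032900 (a type 2 lipid transfer protein, Un 29798592 to 29798881), which moves lipids in seeds, was at 102 ± 69.5 FPKM (SD, n = 3) under control and 13.7 ± 14.5 under waterlogging in ZM22, 65.2 ± 64.7 and 16.6 ± 13.9 in BN207, and 32.4 ± 18.5 and 4.94 ± 3.39 in BN607. Its log2 fold changes were -3.22 in ZM22, -2.08 in BN207 and -2.53 in BN607 (SE 1.04, 0.99 and 1.01). The assembled locus MSTRG.18850 (4B, 139472188 to 139474223; no description) was at -2.78 in ZM22, -2.40 in BN207 and -2.25 in BN607 (SE 1.17, 1.15 and 1.15). TraesCS6D02G038500 (a dioxygenase, named 2'-deoxymugineic-acid 2'-dioxygenase of iron uptake in Table S7, 6D 16138096 to 16139705) was at -1.54 in ZM22, -1.82 in BN207 and -1.31 in BN607 (SE 0.69, 0.70 and 0.69), and TraesCS1A02G139900 (a putative stripe rust resistance protein, 1A 237744624 to 237746433) at -1.42 in ZM22, -1.68 in BN207 and -1.02 in BN607 (SE 0.69, 0.70 and 0.69).
TraesCS5B02G445500, an endo-1,4-beta-xylanase (5B, 617434479 to 617436729), was at 66.5 ± 33.0 FPKM under control and 472 ± 194 under waterlogging in BN207, and at 62.5 ± 74.2 and 612 ± 843 in BN607. Its log2 fold changes were 2.80 in ZM22, 3.02 in BN207 and 3.94 in BN607 (SE 1.74, 1.75 and 1.83); the waterlogged ZM22 libraries held 0.615, 0.230 and 43.6 FPKM and those of BN607 1584, 79.0 and 172 FPKM. A further locus under the same name on the other strand, MSTRG.24924 (5B, 617435358 to 617435722), was not tested; it stood at 66.88 FPKM in W72_BN607 replicate 1 and 0 in the other 17 libraries. In edgeR the 5 genes had an adjusted p of 1 in each variety, and the smallest unadjusted p was 0.00761, for TraesCSU02G032900 in ZM22.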

The expression difference levels of four genes (*TraesCSU02G032900*, *MSTRG.18850*, *TraesCS6D02G038500* and *TraesCS1A02G139900*) were downregulated in the three varieties under waterlogging stress, and the expression level of *TraesCS5B02G445500* was upregulated under waterlogging stress (Fig. 3b, Table S5), which suggested that these genes might play an important role in three wheat varieties under waterlogging stress.

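Among the 10 genes with primers in Table S6, TraesCS2A02G215900 (CRK10, a cysteine-rich receptor-like kinase, 2A 202887807 to 202891807) had RNA-seq log2 fold changes of 0.23 in ZM22, 0.15 in BN207 and -1.48 in BN607 (SE 0.79, 0.79 and 0.80). The chitinase TraesCS2B02G369000 (Cht4, 2B 526669706 to 526671012), which degrades fungal walls, was at 0.18 in ZM22, 0.88 in BN207 and 1.34 in BN607 (SE 0.62, 0.62 and 0.63), from 129 ± 13.7 FPKM (SD, n = 3) under control to 266 ± 97.9 under waterlogging in BN607. TraesCS5B02G138700 (ASD1, an arabinofuranosidase acting on arabinoxylan, 5B 262423419 to 262430618) was at 0.62 in ZM22, 1.21 in BN207 and 2.11 in BN607 (SE 0.93, 0.94 and 0.97), with 3323, 267 and 1394 FPKM in the waterlogged BN607 libraries. TraesCS5D02G264700 (GAUT4, a galacturonosyltransferase of pectin synthesis, 5D 369386087 to 369390076) was at 0.17 in ZM22, 0.30 in BN207 and 1.65 in BN607 (SE 0.64, 0.64 and 0.66). The galactolipid synthase gene TraesCSU02G186800 (DGD1, Un 281537075 to 281541341) was at -0.49 in ZM22, -0.19 in BN207 and 2.60 in BN607 (SE 1.56, 1.56 and 1.65), and the phosphatidate phosphatase gene TraesCS1A02G287400 (PAH1, 1A 484328628 to 484337721) at -0.19 in ZM22, 0.51 in BN207 and 1.74 in BN607 (SE 0.78, 0.78 and 0.80). In the waterlogged BN607 libraries GAUT4 stood at 9.71, 2.02 and 2.56 FPKM and PAH1 at 38.2, 6.29 and 7.23 FPKM, with replicate 1 the highest for each. All 10 genes had an edgeR adjusted p of 1 in each variety. From ZM22 over BN207 to BN607 the fold change ran downwards for 3 of them and upwards for 7, where chance puts 16.7% of genes in each order. The paper describes the 10 as picked at random from its own changed genes in these libraries. Some, such as ADH2 (TraesCS5D02G196300), also belong to the genes it chose by this order, so the order is not independent evidence.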

To validate the reliability of the expression profiles obtained by RNA-Seq, we randomly selected 10 DEGs that showed various expression levels for validation by quantitative real-time polymerase chain reaction (qRT-PCR). Pearson’s correlation coefficients showed that the qRT-PCR and RNA sequencing data for these genes were highly correlated (Fig. 3c). The correlation coefficient was 0.8936, which indicated a positive correlation between the RNA sequencing and qRT-PCR data (Fig. 3c).

### Selection of gene set response to waterlogging stress by hierarchical clustering based on DEGs

According to the differences in the expression of the DEGs among the three waterlogging-resistant varieties (BN607 > BN207 > ZM22), the DEGs were stratified and clustered (Fig. 4a). 

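MSTRG.1763 and MSTRG.30200 were the only genes whose response differed between the varieties. MSTRG.1763 differed by 7.65 (SE 0.80) between BN207 and ZM22 and by 7.31 (SE 0.80) between BN607 and ZM22, with edgeR adjusted p = 0.0122 and 0.0214. MSTRG.30200 differed by 6.81 and 6.69 (SE 0.63 in both, and edgeR adjusted p = 0.00598 and 0.00747). Both had trace counts in the ZM22 controls and 0 in waterlogged ZM22. With ZM22 at the floor of 3 counts the differences were at least 3.04 and 2.69 for MSTRG.1763 and 2.07 and 1.95 for MSTRG.30200. No gene differed between BN607 and BN207. For BN607 against ZM22 the unadjusted p was under 0.05 for 693 genes, and DESeq2 called 109. Leaving out single libraries gave 7 genes without C72_ZM22 replicate 3, 5 without C72_ZM22 replicate 1, 4 without W72_ZM22 replicate 3, 3 without C72_ZM22 replicate 2, 0 without W72_ZM22 replicate 2, and 1 without W72_ZM22 replicate 1, any C72_BN607 library or W72_BN607 replicates 2 or 3.
Storage protein genes were lower under waterlogging in ZM22 by more than in BN607, with a median difference in log2 fold change of 2.69 (camera adjusted p = 5.6e-06, and adjusted p = 0.761 with an estimated correlation), or 2.08 with the members at 0 in a group at the floor. The difference rested on C72_ZM22 replicate 1: without that library it was 0.48 (camera adjusted p = 0.477). Cell division (-0.49, adjusted p = 8.8e-09), ribosomal protein (-0.15, adjusted p = 5.6e-06) and phenylpropanoid genes (-0.12, adjusted p = 8.1e-04) responded lower in BN607 than in ZM22 in camera. Photosynthesis genes had a positive median of 0.08 and mean of 0.21 while the test pointed down (adjusted p = 0.00115), and the median was -0.37 with TPM scaling. With an estimated correlation these lists had adjusted p = 0.761, 0.807, 0.761 and 0.761. Without W72_BN607 replicate 1 the ribosomal protein list turned upwards (0.27, adjusted p = 0.00479) and the phenylpropanoid call was lost (0.17, adjusted p = 0.954). The cell division call was lost without W72_ZM22 replicate 2 (0.77, adjusted p = 0.85), the phenylpropanoid call without W72_ZM22 replicate 3, and the photosynthesis call without C72_ZM22 replicate 2 or W72_BN607 replicate 3.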

The results showed that these DEGs were divided into eight clusters with different expression patterns (clusters 1 to 8, Fig. 4b, Table S7). Among these clusters, cluster 7 contained 563 DEGs, and the expression of these DEGs in the three varieties was positively correlated with the GR (R^2^ = 1.00). In contrast, cluster 2 contained 398 DEGs, and the expression of these genes in the three varieties was negatively correlated with the GR (R^2^ = -0.97, Fig. 4c). 

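Cluster 7 was read here through its 12 members in Table 1, since the copy of Table S7 used here stops before the cluster ends. All 11 that were tested rose in order from ZM22 over BN207 to BN607, with a median difference of 2.32 in log2 fold change between BN607 and ZM22; this set was chosen by the study on these same values, so its order is not independent evidence. TraesCS2D02G347200 (bHLH113, a basic helix-loop-helix factor, 2D 445383933 to 445389296) had log2 fold changes of -1.20 in ZM22, -0.70 in BN207 and 2.19 in BN607 (SE 1.14, 1.13 and 1.17), and its waterlogged BN607 libraries held 34.0, 2.60 and 2.09 FPKM against 4.19 ± 1.04 (SD, n = 3) under control. TraesCS2D02G211400 (heat stress factor A-3, 2D 168597086 to 168599974), which switches on heat shock genes, was at -1.80 in ZM22, -0.92 in BN207 and 1.08 in BN607 (SE 1.05, 1.03 and 1.03). TraesCS2A02G102000 (NAC factor 29, 2A 54953231 to 54955705) was at 0.17 in ZM22, 0.68 in BN207 and 1.71 in BN607 (SE 0.77, 0.77 and 0.79), and TraesCS5D02G411600 (5D, 475000589 to 475001987) at -2.62 in ZM22, 0.10 in BN207 and 1.76 in BN607 (SE 1.70, 1.60 and 1.66). In BN607 the waterlogged libraries of NAC factor 29 held 38.3, 6.55 and 13.6 FPKM. For the difference between BN607 and ZM22, 0 of 11 passed in edgeR after adjustment, over all genes or over this set alone, and 2 had an unadjusted p < 0.05.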

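Of the 398 genes that Table S7 places in cluster 2, 365 were tested, and 311 of these fell in order from ZM22 over BN207 to BN607, where 16.7% would by chance; 2 rose in order. The fold change in BN607 lay below that in ZM22 for 363 of them, with a median difference of -1.36. By the log2 ratio of mean FPKM, the measure in Table S7, the values of the paper were met within 0.02 for every gene compared. TraesCS5B02G115100 (the MADS-box factor TaAGL31, 5B 191029549 to 191038231) had log2 fold changes of 0.09 in ZM22, 0.06 in BN207 and -1.86 in BN607 (SE 0.98, 0.98 and 1.01), going from 4.53 ± 2.45 FPKM (SD, n = 3) under control to 1.07 ± 0.553 under waterlogging in BN607. TraesCS7A02G322000 (the auxin-responsive repressor IAA25, 7A 466202854 to 466208923) was at -0.68 in ZM22, -0.90 in BN207 and -1.43 in BN607 (SE 1.71, 1.71 and 1.73), and TraesCS3B02G190100 (auxin response factor 1, 3B 202574346 to 202578692) at -0.16 in ZM22, -0.59 in BN207 and -1.22 in BN607 (SE 0.69, 0.69 and 0.70). None of the 365 genes differed between BN607 and ZM22 in edgeR after adjustment, over all genes or over the set alone; 16 had an unadjusted p < 0.05. The genes were grouped by the study on the same fold changes, so the order is not independent evidence.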

The results from the above analysis suggested that the DEGs in clusters 2 and 7 play important roles in the response of the three wheat cultivars to waterlogging stress.

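The paper proposes that cluster 2 and cluster 7 genes matter for the response of these varieties to waterlogging. TraesCS4D02G239700 (trehalose-phosphate synthase 6, in cluster 2, 4D 402206237 to 402211503), whose product relays sugar status, had log2 fold changes of -0.26 in ZM22, -0.32 in BN207 and -1.14 in BN607 (SE 0.56, 0.56 and 0.57). In BN607 it was at 10.6 ± 0.986 FPKM (SD, n = 3) under control and 4.32 ± 2.50 under waterlogging. TraesCS2B02G145700 (4-alpha-glucanotransferase DPE2, which handles maltose from starch breakdown, in cluster 2, 2B 111454295 to 111462990) was at -0.18 in ZM22, -0.40 in BN207 and -1.08 in BN607 (SE 0.68, 0.68 and 0.69), with 18.7 ± 3.99 FPKM under control and 8.18 ± 4.98 under waterlogging in BN607. For each gene all 3 waterlogged BN607 libraries lay below all 3 controls. The edgeR adjusted p was 1 for each gene in each variety and for the difference between BN607 and ZM22. Germination was measured on 3 varieties, too few to test its relation to any gene.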

**Fig. 4:**
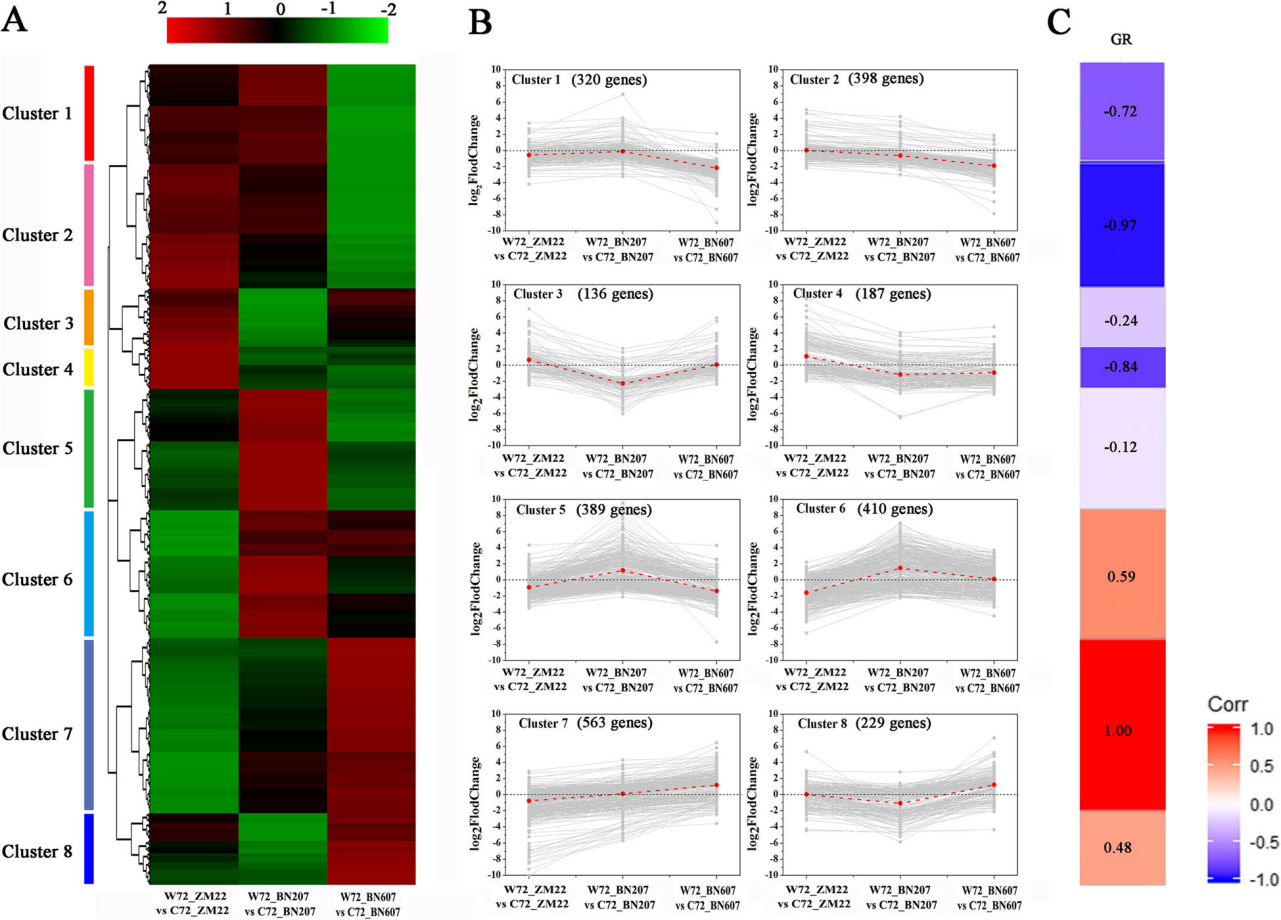
Cluster analysis of DEGs in ZM22, BN207 and BN607 under waterlogging stress. **a**. The DEGs with similar expression patterns were grouped into the same cluster. **b**. The ordinate indicates the relative expression of DEGs, standardized by log_2_ (fold change), and the abscissa indicates ZM22, BN207 and BN607. **c**. Correlation analysis between the FPKM values of all DEGs in the eight clusters and the germination percentage obtained for the three wheat cultivars under the waterlogging treatment. The colour of the heat map from top to bottom corresponds to Clusters 1 to 8. GR: germination rate. W72_ZM22, W72_BN207 and W72_BN607 refer to ZM22, BN207 and BN607 under the waterlogging treatment, respectively. C72_ZM22, C72_BN207 and C72_BN607 refer to ZM22, BN207 and BN607 under the control treatment, respectively

### Main metabolic pathways involved in wheat germination under waterlogging stress

Based on the hierarchical clustering analysis of the DEGs, we focused on analysing the DEGs in clusters 2 and 7 that are involved in waterlogging stress. GO and KEGG enrichment analyses revealed that these genes were mainly involved in the glycolysis pathway, the starch and sucrose metabolism pathway and the lactose metabolism pathway.

### Analysis of DEGs related to the glycolytic pathway

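Fermentation lets cells regenerate NAD without oxygen, and its list takes alcohol dehydrogenases of any class, pyruvate decarboxylases and L-lactate dehydrogenases. These genes fell in BN607: 22 of 32 tested genes were lower, with a median log2 fold change of -0.24 and camera adjusted p = 2.5e-04, and adjusted p = 0.578 with an estimated correlation. Without C72_BN607 replicate 3 the median was 0.04, with the test still pointing down (camera adjusted p = 0.0207). They fell in BN207 as well (median -0.38, adjusted p = 0.0426, and adjusted p = 0.832 with an estimated correlation), a call lost without C72_BN207 replicate 1 (0.01, adjusted p = 0.558), W72_BN207 replicate 2 (-0.40, adjusted p = 0.138) or W72_BN207 replicate 3 (-0.17, adjusted p = 0.317). In ZM22 the median was 0.10 (adjusted p = 0.517).
Glycolysis genes as a list of 65 had medians of -0.05 in ZM22, -0.13 in BN207 and -0.10 in BN607, with camera adjusted p = 0.812, 0.908 and 0.285. In BN207 the mean of this list was 0.02 and the test pointed up, against its median. Enolase (MSTRG.25341, TraesCS5D02G019800, 5D 12596338 to 12601344) was at -0.20 (SE 0.75), -0.14 (SE 0.74) and 0.06 (SE 0.74) in these varieties, and the glyceraldehyde-3-phosphate dehydrogenase gene MSTRG.32493 (TraesCS7A02G313100, 7A 444982472 to 444986352) at -0.54 (SE 0.44), -0.20 (SE 0.44) and -0.54 (SE 0.44). Haemoglobins, which scavenge nitric oxide in oxygen-starved plant cells, were listed together with plant cysteine oxidases, a different family. This joint list had medians of -0.06 in ZM22, 0.04 in BN207 and 0.35 in BN607 over 13 genes (camera adjusted p = 0.895, 0.753 and 0.516). Haemoglobin 1 (MSTRG.20947, TraesCS4D02G238600, 4D 400785978 to 400787066) was at -0.39 (SE 1.11), 0.09 (SE 1.11) and 0.35 (SE 1.11). The mean of the joint list in ZM22 was 0.03, against the sign of the median and the test. No member of these lists passed in edgeR, over all genes or adjusted over its list alone.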

The KEGG enrichment analysis showed that many DEGs in the three types of wheat under the waterlogging and control treatments were involved in the glycolysis pathway (Fig. 5a). We screened four DEGs in clusters 2 and 7 (two ADH genes, one L-lactate dehydrogenase gene, and one glycosyltransferase gene) that were closely related to the GR (Fig. 5b). 

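Of the 4 glycolysis genes in Fig. 5b, all tested, 3 had fold changes that fell in order from ZM22 over BN207 to BN607 and 1 had fold changes that rose in order, where chance puts 16.7% of genes in each order. The median difference between BN607 and ZM22 was -1.39 in log2 fold change. TraesCS6D02G266700 (EC 1.1.1.27 in the annotation, the number of L-lactate dehydrogenase, which turns pyruvate into lactate, 6D 376941019 to 376942612) was the gene rising in order. This locus is GT7 in Table S6, and Fig. 5b labels it with the EC number that the paper's text gives to a glycosyltransferase. Its reading as the dehydrogenase therefore rests on the annotation alone. For the difference between BN607 and ZM22 its edgeR estimate was 2.23 (SE 1.15, unadjusted p = 0.0727), the lowest p of the 4. None of them passed after adjustment, over all genes or over the 4 alone, and the study chose them by this order.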

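TraesCS5D02G196300 (alcohol dehydrogenase ADH2, which turns acetaldehyde into ethanol, 5D 299832208 to 299835185) was at 31.1 ± 41.8 FPKM (SD, n = 3) under control and 23.4 ± 19.7 under waterlogging in ZM22, 30.8 ± 22.6 and 21.0 ± 32.3 in BN207, and 46.3 ± 10.4 and 14.9 ± 11.9 in BN607. Its log2 fold changes were -0.45 in ZM22, -0.49 in BN207 and -1.59 in BN607 (SE 1.27, 1.27 and 1.30), and in BN607 all 3 waterlogged libraries lay below all 3 controls. The control libraries of ZM22 spread widely, at 4.61, 9.46 and 79.2 FPKM. TraesCS4B02G106400 (ADH3 in Table S7, ADH2A in the annotation, 4B 115845324 to 115848236) was at 2.52 in ZM22, -0.61 in BN207 and -2.08 in BN607 (SE 2.17, 2.07 and 2.14). Its higher mean in ZM22 came from W72_ZM22 replicate 1, with 28.3, 0.523 and 2.18 FPKM in the waterlogged libraries, and its lower mean in BN607 from C72_BN607 replicate 3, with 0.360, 0.492 and 14.2 FPKM in the controls. Both genes had an edgeR adjusted p of 1 in each variety, and the difference between BN607 and ZM22 was -1.14 (SE 1.80) for ADH2 and -4.60 (SE 3.05) for ADH3.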

The expression difference levels of two genes (*TraesCS5D02G196300* and *TraesCS4B02G106400*) encoding alcohol dehydrogenase decreased successively in ZM22, BN206 and BN607 (Fig. 5b). In addition, the expression trend of the L-lactate dehydrogenase gene (*TraesCS2B02G341200*), which catalyses the conversion of pyruvate to L-lactate (EC: 1.1.1.27), was opposite to that found for the ADH gene in the three wheat varieties. 

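The locus annotated with EC 1.1.1.27, TraesCS6D02G266700 on 6D, was at 7.30 ± 1.16 FPKM (SD, n = 3) under control and 4.59 ± 2.43 under waterlogging in ZM22, 10.8 ± 8.46 and 11.6 ± 5.40 in BN207, and 2.62 ± 0.904 and 5.58 ± 4.92 in BN607. Its log2 fold changes were -0.70 in ZM22, 0.04 in BN207 and 1.53 in BN607 (SE 0.81, 0.80 and 0.82). In the waterlogged BN607 libraries it stood at 11.1, 1.77 and 3.82 FPKM, with replicate 1 the highest. TraesCS2B02G341200, the gene named in this place, carries EC 5.1.3.3 (aldose 1-epimerase) in the annotation. Fig. 5b of the paper has them the other way round, with TraesCS6D02G266700 at EC 5.1.3.3 and TraesCS2B02G341200 at EC 1.1.1.27. Table S6 names TraesCS6D02G266700 GT7, so which gene is the dehydrogenase stays uncertain. Neither gene passed in edgeR in any variety (adjusted p = 1).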

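TraesCS2B02G341200 (EC 5.1.3.3, aldose 1-epimerase, which interconverts the alpha and beta forms of glucose, 2B 486840974 to 486844562) was at 1.65 ± 2.39 FPKM (SD, n = 3) under control and 1.82 ± 1.64 under waterlogging in ZM22, 1.53 ± 1.14 and 1.32 ± 1.79 in BN207, and 3.92 ± 1.27 and 1.28 ± 1.08 in BN607. The log2 fold changes were 0.11 in ZM22, -0.13 in BN207 and -1.53 in BN607 (SE 1.29, 1.30 and 1.32). The ZM22 controls (0.114, 0.430 and 4.40 FPKM) and the waterlogged BN207 libraries (3.38, 0.470 and 0.121) stood in the same order for it as for the cell division genes. All 3 waterlogged BN607 libraries (0.0977, 2.22 and 1.54 FPKM) lay below the 3 controls. The edgeR adjusted p was 1 in each variety, and the unadjusted p in BN607 was 0.265.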

Glycosyltransferase catalyses the conversion of α-D-glucose into β-D-glucose (EC: 5.1.3.3), and the expression difference levels of the gene (*TraesCS2B02G341200*) encoding this function decreased successively in ZM22, BN206 and BN607.

**Fig. 5:**
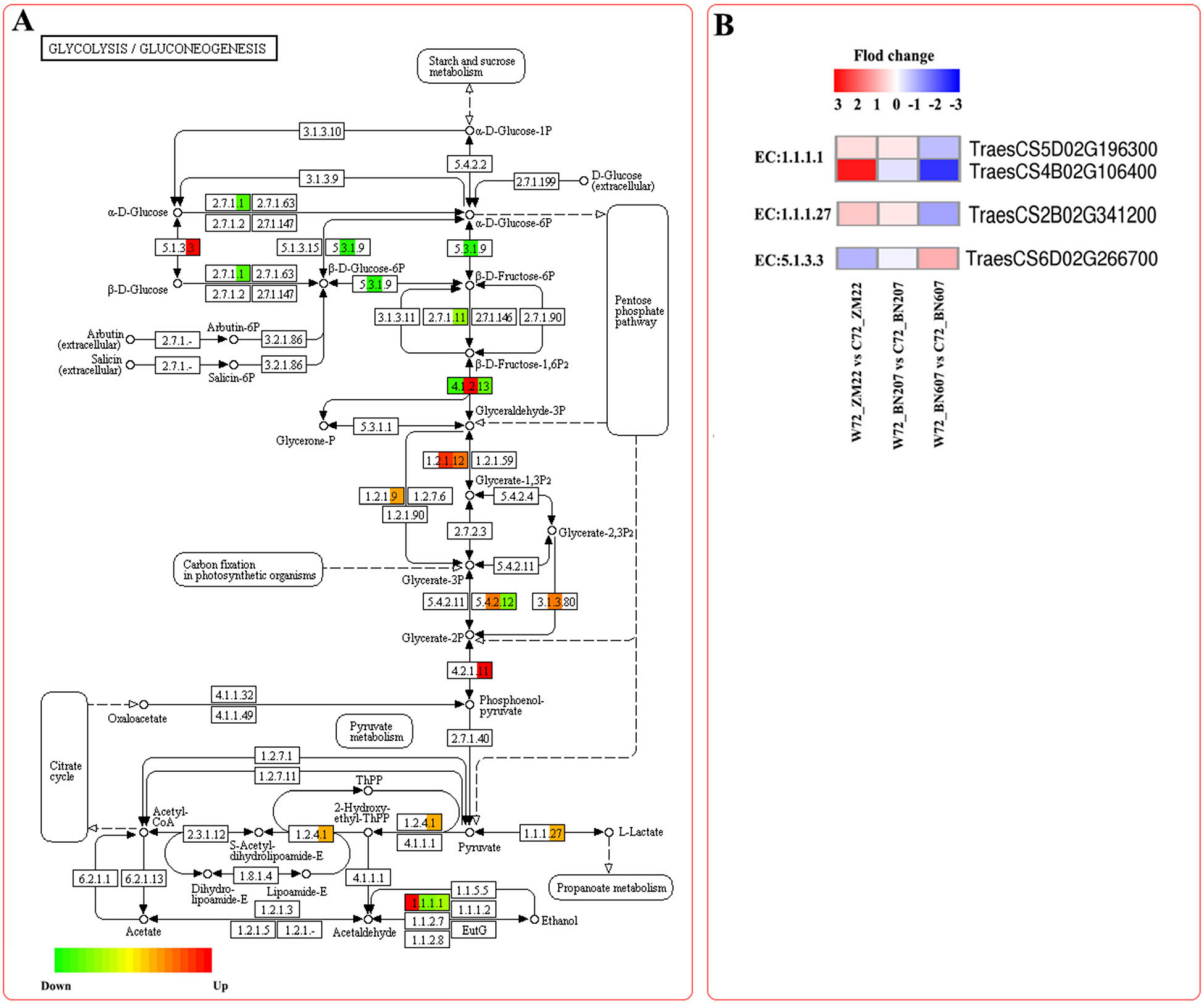
Analysis of DEGs involved in the glycolysis pathway in ZM22, BN207 and BN607. **a**, Pattern diagram of the glycolysis pathway. The red squares indicate upregulated genes, the green squares indicate downregulated genes, and the orange squares indicate both upregulated and downregulated genes. **b**, The expression difference levels of DEGs involved in the glycolysis pathway between waterlogging treatment and control treatment in three varieties. The metabolism of each previously selected DEGs was analysed using a heatmap. Relative expression level of DEGs was measured by log2 ratio (Fold change between waterlogging treatment and control treatment each variety). Positive fold change values (red) indicate the up-regulation, whereas negative fold change values (blue)

### Analysis of DEGs related to the starch and sucrose metabolism pathway

The KEGG enrichment revealed that a large number of the DEGs in the three wheat varieties under the waterlogging and control treatments were involved in the starch and sucrose metabolism pathway (Fig. 6a), and 18 of the DEGs in clusters 2 and 7 that were involved in the starch and sucrose metabolism pathway were screened (Fig. 6b). 

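Alpha-amylases, which break starch into dextrins and maltose, were among the most abundant transcripts of these seeds. MSTRG.31242 (TraesCS6D02G298500, 6D 409346689 to 409348723) had mean levels of 1524 FPKM under control and 1820.5 under waterlogging in ZM22, 3118 and 3974 in BN207, and 873 and 1679.7 in BN607, with log2 fold changes of 0.14 (SE 1.02), 0.39 (SE 1.02) and 1.48 (SE 1.04). Starch breakdown genes as a list of 65 had medians of 0.11 in ZM22, 0.02 in BN207 and 0.05 in BN607 (camera adjusted p = 0.0531, 0.806 and 0.961), and the test pointed down in BN207 and BN607, where the means were -0.10 and 0.36. Sucrose metabolism genes had medians of -0.24 in ZM22, 0.11 in BN207 and 0.11 in BN607 over 40 genes (adjusted p = 0.11, 0.374 and 0.741); sucrose synthase 1 (MSTRG.35268, TraesCS7D02G159800, 7D 109170853 to 109177319), which cleaves sucrose without using ATP, was at -0.19 (SE 1.04), -0.31 (SE 1.04) and 0.15 (SE 1.04). The mean of the sucrose list was -0.11 in BN207, with the test pointing up, and -0.08 in BN607, with the test pointing down.
Starch synthesis genes rose in ZM22 (median 0.22 over 37 genes, camera adjusted p = 9.6e-04, and adjusted p = 0.832 with an estimated correlation), but not without C72_ZM22 replicate 1 (0.04, adjusted p = 0.201) or W72_ZM22 replicate 1 (0.28, adjusted p = 0.195). In BN207 and BN607 the medians were 0.05 and 0.05 (adjusted p = 0.961 and 0.869), with means of -0.05 and 0.19 and the test pointing down in each. The ADP-glucose pyrophosphorylase gene MSTRG.35739 (TraesCS7D02G284900, 7D 305827349 to 305834176), which makes the substrate of starch synthesis, was at 0.47 (SE 0.24) in ZM22. The highest-level members are limit dextrinases, which remove branches from starch and so act in its breakdown as well: MSTRG.31872 (TraesCS7A02G133500, 7A 85611553 to 85621413) was at -0.56 (SE 1.01), 0.06 (SE 1.01) and 1.77 (SE 1.04). No member of the starch and sucrose lists passed in edgeR, over all genes or adjusted over its list alone.
From Fig. 6b 16 genes were read, fewer than the paper's text counts, and 15 of them were tested. The fold changes of 7 fell and of 4 rose in order from ZM22 over BN207 to BN607, where chance puts 16.7% in each order. None passed for the difference between BN607 and ZM22 in edgeR after adjustment, and the set was chosen by the study.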

A gene (*TraesCS5B02G015800*) belonging to cluster 7 was annotated as alpha-amylase, and the expression difference levels increased successively in ZM22, BN206 and BN607, which indicated that this gene might play an important role in starch decomposition. 

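TraesCS5B02G015800 (5B, 15054666 to 15076846) has no description in the file and is an alpha-amylase/trypsin inhibitor in Table S7, a seed protein that blocks amylases. In ZM22 it was at 11.0 ± 8.50 FPKM (SD, n = 3) under control and 2.46 ± 1.97 under waterlogging, in BN207 at 3.06 ± 3.95 and 0.745 ± 1.29, and in BN607 at 0.808 ± 0.421 and 0.356 ± 0.617. The log2 fold changes were -2.42 in ZM22, -2.28 in BN207 and -0.61 in BN607 (SE 2.05, 2.06 and 2.03), so the order from ZM22 to BN607 runs from more to less negative. The waterlogged BN607 libraries held 1.07, 0 and 0 FPKM. None of the fold changes passed in edgeR (adjusted p = 1; unadjusted p from 0.258 in ZM22 to 0.767 in BN607).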

We screened the gene (*TraesCS7B02G093800*) encoding maltitol glycosylase (EC: 2.4.1.21), and these expression difference levels successively increased in ZM22, BN206 and BN607. In addition, the expression difference levels of *TraesCS5D02G09100*, which encodes the enzyme that catalyses the conversion of starch/glycogen to dextrin, was decreased successively in ZM22, BN206 and BN607. This result indicated that the ability of ADP-glucose to control amylose synthesis was gradually enhanced. 

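TraesCS7B02G093800 (starch synthase IIa-3, EC 2.4.1.21, which lengthens the chains of amylopectin, 7B 107604257 to 107611452) was at 1.67 ± 0.913 FPKM (SD, n = 3) under control and 1.84 ± 0.867 under waterlogging in ZM22, 0.961 ± 1.17 and 1.18 ± 0.0854 in BN207, and 0.328 ± 0.0938 and 0.952 ± 1.18 in BN607. Its log2 fold changes were 0.07 in ZM22, 0.20 in BN207 and 2.05 in BN607 (SE 1.03, 1.03 and 1.07). The waterlogged BN607 libraries held 2.31, 0.276 and 0.269 FPKM, so that the higher mean rests on replicate 1. In edgeR its adjusted p was 1 in each variety, and the unadjusted p in BN607 was 0.0762.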

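TraesCS5D02G091000 (5D, 98227410 to 98230028), matched to the gene named in this place, carries EC 3.2.1.1 (alpha-amylase) in the annotation while its description is an L-type lectin-domain receptor kinase, a membrane protein of defence signalling. It was at 7.68 ± 6.06 FPKM (SD, n = 3) under control and 7.85 ± 2.79 under waterlogging in ZM22, 1.22 ± 0.809 and 1.12 ± 1.06 in BN207, and 1.90 ± 2.13 and 0.464 ± 0.340 in BN607. The log2 fold changes were -0.26 in ZM22, -0.05 in BN207 and -1.93 in BN607 (SE 1.02, 1.03 and 1.07). The BN607 controls held 0.579, 0.764 and 4.35 FPKM. None passed in edgeR (adjusted p = 1), and the unadjusted p in BN607 was 0.0906.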

Chitinase was used to catalyse the decomposition of *β*-D-glucose or fibre to D-glucose (EC: 3.2.1.21). 

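Genes annotated with EC 3.2.1.21 are beta-glucosidases, which release glucose from cellobiose and from stored glucosides. TraesCS2B02G600200 (2B, 783226574 to 783231181) and TraesCSU02G036600 (Un, 31204374 to 31209405), which free the benzoxazinoid defence compounds from their glucosides, were at 1.23 in ZM22, 1.00 in BN207 and -1.27 in BN607 (SE 1.11, 1.10 and 1.11) and 3.44 in ZM22, 3.19 in BN207 and -0.44 in BN607 (SE 2.07, 2.05 and 1.89). TraesCS5D02G302800 (beta-glucosidase 31, 5D 398774654 to 398789409) was at -1.06 in ZM22, -1.13 in BN207 and -1.40 in BN607 (SE 1.06, 1.06 and 1.07), TraesCS7D02G227100 (beta-glucosidase 24 in Table S7, 7D 187104460 to 187109644) at -0.66 in ZM22, -0.78 in BN207 and -1.44 in BN607 (SE 2.35, 2.35 and 2.38) and TraesCS2A02G384300 (beta-glucosidase 16, 2A 629104634 to 629110769) at -0.68 in ZM22, -0.66 in BN207 and -1.05 in BN607 (SE 0.56, 0.56 and 0.56). The beta-glucosidase 6 genes TraesCS4D02G248000 (4D, 416858954 to 416867530) and TraesCS4B02G248600 (4B, 514043685 to 514050146) were at 0.52 in ZM22, 1.13 in BN207 and 2.57 in BN607 (SE 0.98, 0.99 and 1.03) and -0.14 in ZM22, 0.34 in BN207 and 1.74 in BN607 (SE 0.76, 0.76 and 0.78), and TraesCS7A02G450500 (7A, 644111180 to 644114834) at 0.91 in ZM22, 1.18 in BN207 and 2.00 in BN607 (SE 1.14, 1.13 and 1.16). In the waterlogged BN607 libraries TraesCS4D02G248000 stood at 29.1, 9.47 and 5.01 FPKM, above the 3 controls (3.40 ± 0.811; SD, n = 3), and TraesCS4B02G248600 at 27.5, 11.3 and 6.47 FPKM.
TraesCS3D02G339100 (3D, 452239757 to 452241390), named the repressor OFP1 in Table S7, did not reach 1 FPKM in 3 libraries and was not tested. Of the 8 tested genes, the fold changes of 4 fell and of 3 rose in order from ZM22 over BN207 to BN607, and in BN607 they lay below those in ZM22 for 5. None passed in edgeR in any variety (adjusted p = 1); the smallest unadjusted p was 0.0257, for TraesCS4D02G248000 in BN607.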

The expression difference levels of six genes encoding this function decreased gradually in ZM22, BN206 and BN607, but the opposite trend was found for three other genes (Fig. 6b). 

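TraesCS1D02G431200 (glucan endo-1,3-beta-glucosidase 13, EC 3.2.1.39, which cuts callose and fungal glucans, 1D 481499030 to 481502060) had log2 fold changes of -0.88 in ZM22, -0.83 in BN207 and -1.48 in BN607 (SE 1.33, 1.33 and 1.35), with 9.48 ± 3.42 FPKM (SD, n = 3) under control and 3.17 ± 3.79 under waterlogging in BN607. TraesCS6D02G291800 (endoglucanase 7 in Table S7, EC 3.2.1.4, which cuts cellulose, 6D 402350153 to 402353829) was at -0.77 in ZM22, -0.75 in BN207 and -1.83 in BN607 (SE 0.71, 0.71 and 0.73), going from 1.48 ± 0.180 to 0.394 ± 0.308 FPKM in BN607, where all 3 waterlogged libraries lay below all 3 controls. TraesCS4B02G066700 (endoglucanase 10 in Table S7, EC 3.2.1.4, 4B 59591359 to 59594978) was at -0.07 in ZM22, -0.85 in BN207 and -1.31 in BN607 (SE 1.08, 1.09 and 1.10); its waterlogged BN607 libraries held 1.16, 3.13 and 13.0 FPKM and its waterlogged BN207 libraries 13.4, 2.52 and 0.425 FPKM. None of the 3 genes passed in edgeR (adjusted p = 1 in each variety). The smallest unadjusted p was 0.0241, for TraesCS6D02G291800 in BN607.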

In this study, the expression difference levels of the genes encoding glucan-1,3-glucosidase (EC: 3.2.1.39) and endocellulase (EC: 3.2.1.4) decreased gradually in ZM22, BN206 and BN607 (Fig. 6b), which indicated that these genes might play an important role in the waterlogging tolerance of different varieties.

**Fig. 6:**
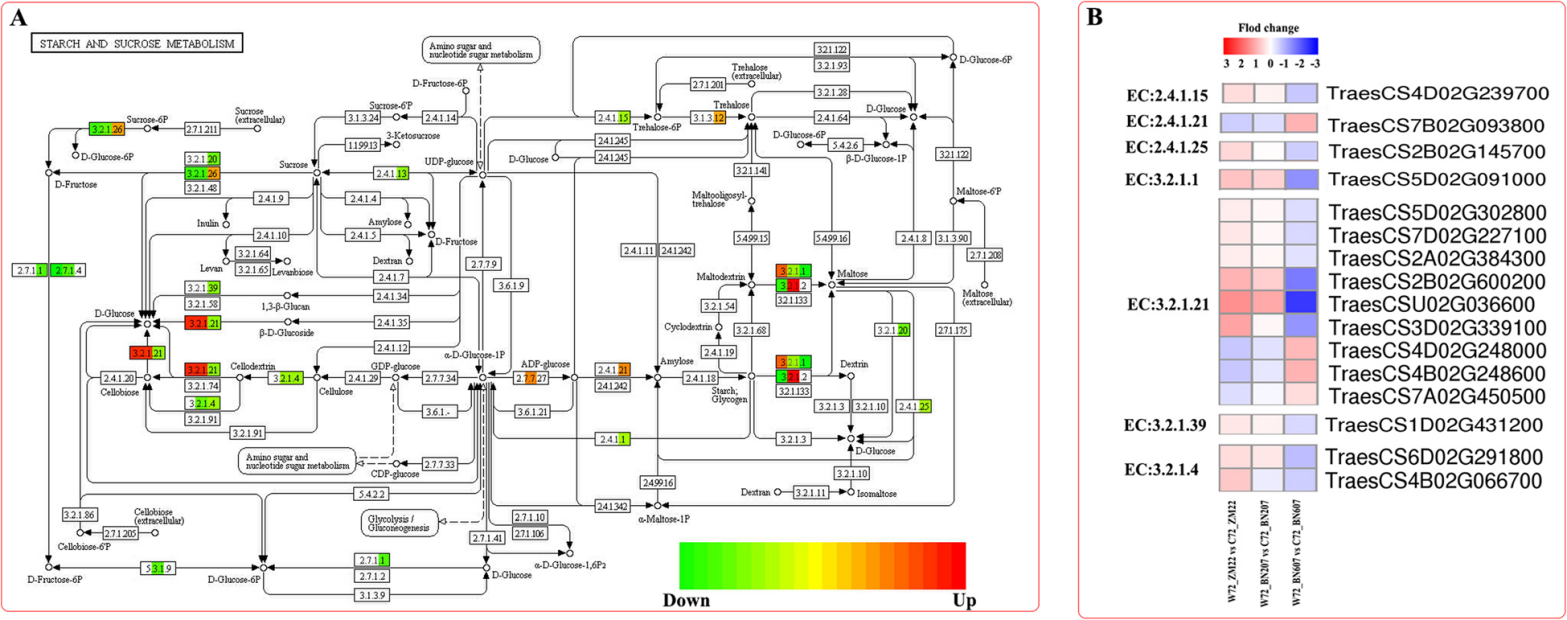
Analysis of DEGs involved in the starch and sucrose metabolic pathway in ZM22, BN207 and BN607. **a**, Pattern diagram of the starch and sucrose metabolic pathway. The red squares indicate upregulated genes, the green squares indicate downregulated genes, and the orange squares indicate both upregulated and downregulated genes. **b**, The expression difference levels of DEGs involved in the starch and sucrose metabolic pathway between waterlogging treatment and control treatment in three varieties. The metabolism of each previously selected DEGs was analysed using a heatmap. Relative expression level of DEGs was measured by log2 ratio (Fold change between waterlogging treatment and control treatment each variety). Positive fold change values (red) indicate the up-regulation, whereas negative fold change values (blue)

### Analysis of DEGs related to the lactose metabolic pathway

A comprehensive analysis of the DEGs in the three wheat varieties belonging to clusters 2 and 7 and involved in the lactose metabolism pathway of (Fig. 7a) identified two genes (*TraesCS1A02G266600* and *TraesCS1D02G266700*) that encode glucuronosyltransferase (inositol galactoside synthase) (EC: 2.4.1.123). This protein catalyses the synthesis of inositol galactoside from UDP-galactose and myoinositol, which is the first key step in the synthesis of raffinose family oligosaccharides (RFOs) and the most critical regulatory step in RFO synthesis. 

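TraesCS1A02G266600 (1A, 462000812 to 462005308) and TraesCS1D02G266700 (1D, 362488655 to 362493940) carry EC 2.4.1.123 (galactinol synthase, which starts the raffinose family of sugars) in the annotation; their descriptions name glycogenin-1, and Table S7 names a glucuronosyltransferase of xylan, GUX1. TraesCS1A02G266600 had log2 fold changes of -0.40 in ZM22, -0.90 in BN207 and -1.60 in BN607 (SE 1.23, 1.24 and 1.26), and TraesCS1D02G266700 of -0.13 in ZM22, -0.65 in BN207 and -1.44 in BN607 (SE 1.23 in ZM22 and 1.23 in BN207). In BN607 the first was at 9.10 ± 2.37 FPKM (SD, n = 3) under control and 2.87 ± 2.17 under waterlogging, and the other at 2.97 ± 0.608 and 1.04 ± 0.751; all 3 waterlogged libraries lay below all 3 controls for each. Their ZM22 controls spread over 0.513, 1.08 and 13.9 FPKM and 0.0362, 0.351 and 4.13 FPKM. Neither passed in edgeR in any variety (adjusted p = 1). Raffinose family genes as a list of 6 tested genes had medians of 0.09 in ZM22, 0.04 in BN207 and 0.36 in BN607 (camera adjusted p = 0.741, 0.996 and 0.741). Their means were 0.00, -0.06 and 0.04, and the test pointed up in ZM22 and down in the others. The alpha-galactosidase MSTRG.576 (TraesCS1A02G164800, 1A 297744935 to 297751007), which breaks raffinose down, was at 0.31 (SE 0.74), 0.29 (SE 0.74) and 0.30 (SE 0.74).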

The expression difference levels of these two genes were decreased successively in ZM22, BN206 and BN607. The analysis identified three genes encoding inositol galactoside-sucrose galactosyltransferase (raffinose synthase) (EC: 2.4.1.82). This protein mainly catalyses the synthesis of raffinose from inositol galactoside and sucrose. The expression difference levels of the *TraesCS7D02G236700* gene were gradually decreased in ZM22, BN206 and BN607, whereas those of the *TraesCS7B02G035200* and *TraesCS7D02G133500* genes were gradually increased in ZM22, BN206 and BN607. 

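TraesCS7D02G236700 (EC 2.4.1.82, galactinol-sucrose galactosyltransferase 1 in Table S7, which makes raffinose, 7D 199626866 to 199631358) had log2 fold changes of -0.02 in ZM22, -0.04 in BN207 and -1.09 in BN607 (SE 0.73, 0.73 and 0.74), with 9.19 ± 2.49 FPKM (SD, n = 3) under control and 3.99 ± 2.34 under waterlogging in BN607. The other EC 2.4.1.82 genes were TraesCS7B02G035200 (7B, 34387130 to 34390366), at -0.52 in ZM22, 0.11 in BN207 and 2.19 in BN607 (SE 0.99, 0.99 and 1.04), and TraesCS7D02G133500 (7D, 84600233 to 84604354), at -0.74 in ZM22, 0.11 in BN207 and 1.65 in BN607 (SE 0.84, 0.84 and 0.86). In BN607 TraesCS7B02G035200 stood at 2.62, 5.03 and 3.01 FPKM under control and 26.9, 3.57 and 2.39 under waterlogging, and TraesCS7D02G133500 at 5.17, 8.57 and 2.73 and 25.3, 7.76 and 3.55, so the higher means rest on W72_BN607 replicate 1. A raffinose synthase gene on 7A, MSTRG.32179 (TraesCS7A02G236500, 7A 209693821 to 209698303), was at -0.58 (SE 0.72), -0.38 (SE 0.71) and -1.40 (SE 0.73). None of these genes passed in edgeR in any variety (adjusted p = 1). Of the 6 tested genes of Fig. 7b, the fold changes of 3 fell and of 3 rose in order over the varieties.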

One gene (*TraesCS5B02G557400*) encoding *β*-D-fructofuranoside (EC:3.2.1.26), which mainly catalyses the decomposition of stachyose and raffinose into melibiose and the decomposition of sucrose into glucose and fructose, was identified. 

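TraesCS5B02G557400 (5B, 705266461 to 705274072) carries EC 3.2.1.26 (beta-fructofuranosidase, which splits sucrose) and is described as a fructan exohydrolase, which shortens fructan chains. It was at 0.989 ± 0.869 FPKM (SD, n = 3) under control and 0.234 ± 0.0781 under waterlogging in ZM22, 0.657 ± 0.421 and 0.218 ± 0.219 in BN207, and 0.332 ± 0.107 and 0.193 ± 0.117 in BN607. The gene was not tested, because it did not reach 1 FPKM in 3 libraries. Fitted without that filter its log2 fold changes were -2.07 in ZM22, -1.46 in BN207 and -0.64 in BN607 (SE 0.75, 0.74 and 0.73), with edgeR adjusted p = 1 in each. The cell wall invertase MSTRG.14920 (TraesCS3D02G015900, 3D 5648936 to 5651648), a related enzyme of sucrose cleavage, was at 1.29 (SE 2.64), -5.48 (SE 3.17) and -0.60 (SE 2.70) (edgeR adjusted p = 1).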

The expression difference levels of *TraesCS5B02G557400* were gradually increased in ZM22, BN206 and BN607. *β*-galactosidase (EC:3.2.1.23) mainly catalyses the decomposition of lactose and raffinose into melibiose. We also found that the expression difference levels of two genes (*TraesCS7A02G0363600* and *TraesCS1B02G278400*) gradually increased in ZM22, BN206 and BN607.

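TraesCS7A02G363600 (beta-galactosidase 9 in Table S7, EC 3.2.1.23, 7A 538342567 to 538347193), matched to the 7A gene named in this place, had log2 fold changes of -0.14 in ZM22, 0.48 in BN207 and 1.81 in BN607 (SE 0.69, 0.69 and 0.71). It was at 7.49 ± 2.36 FPKM (SD, n = 3) under control in BN607 and at 34.2, 12.3 and 12.4 FPKM in the waterlogged libraries, each above all 3 controls. In ZM22 it was at 4.11 ± 3.86 and 3.87 ± 2.45 FPKM, and in BN207 at 7.34 ± 3.56 and 9.23 ± 2.52. TraesCS1B02G278400 (beta-galactosidase 7, 1B 486831241 to 486839650) was under 1 FPKM in all but the waterlogged BN607 library of replicate 1 and was not tested. That library held 4.46 FPKM of it, replicates 2 and 3 held 0.899 and 0.262, and the BN607 controls 0.0523 ± 0.0322. TraesCS7A02G363600 did not pass in edgeR in any variety (adjusted p = 1); its unadjusted p was 0.0225 in BN607.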

**Fig. 7:**
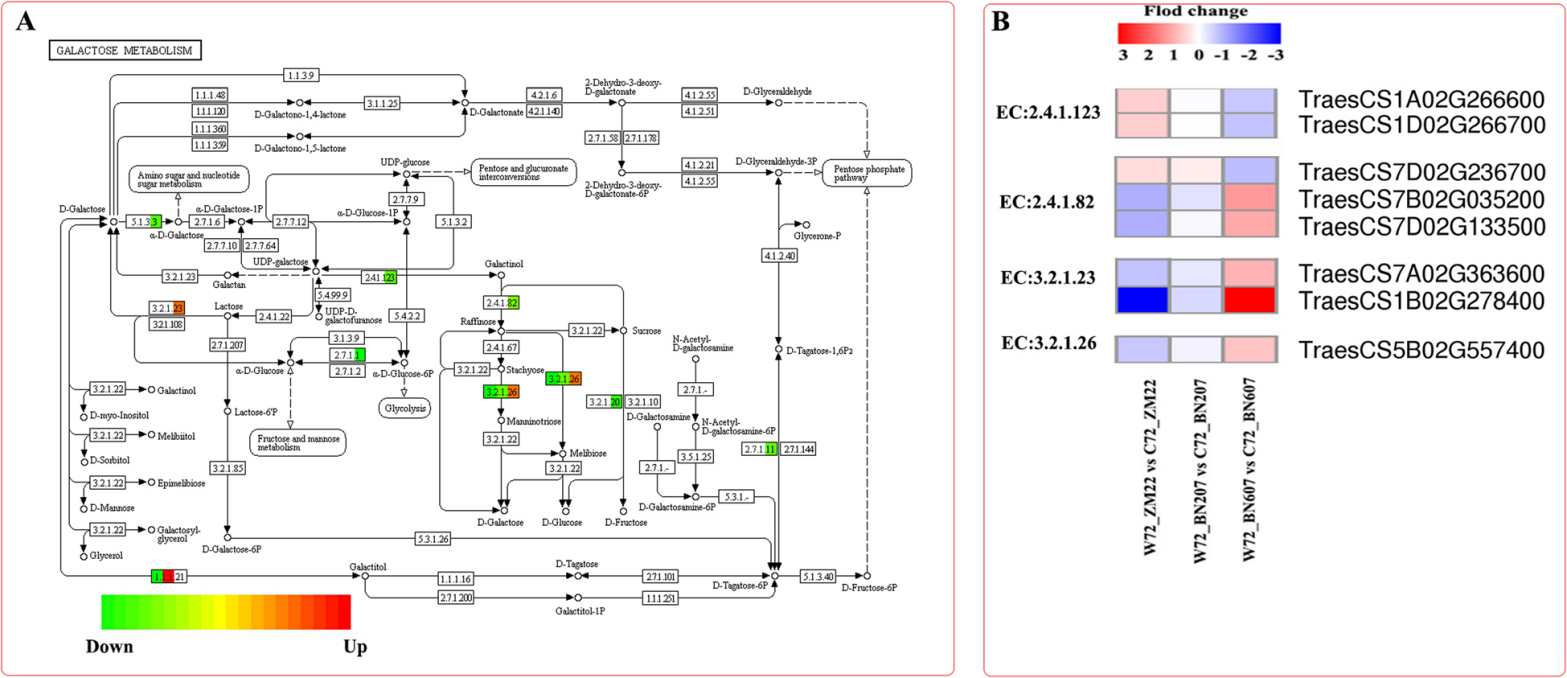
Analysis of DEGs involved in the lactose metabolic pathway in ZM22, BN207 and BN607. **a**, Pattern diagram of the lactose metabolic pathway. The red squares indicate upregulated genes, the green squares indicate downregulated genes, and the orange squares indicate both upregulated and downregulated genes. **b**, The expression difference levels of DEGs involved in the lactose metabolic pathway between waterlogging treatment and control treatment in three varieties. The metabolism of each previously selected DEG was analysed using a heatmap. Relative expression level of DEGs was measured by log2 ratio (Fold change between waterlogging treatment and control treatment each variety). Positive fold change values (red) indicate the up-regulation, whereas negative fold change values (blue)

### Analysis of DEGs related to transcription factors

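Of the 23 genes in Table 1, 22 were tested. From ZM22 over BN207 to BN607 the fold changes of 10 fell in order and of 11 rose in order, and the fold change in BN607 lay past the study's thresholds for 5. TraesCS4D02G346300 (ODDSOC2, a MADS-box repressor of flowering, 4D 500311363 to 500313978) had log2 fold changes of 0.14 in ZM22, 1.04 in BN207 and 1.52 in BN607 (SE 0.93, 0.93 and 0.94), with 3.32 ± 1.12 FPKM (SD, n = 3) under control and 7.43 ± 3.23 under waterlogging in BN607. All 3 waterlogged libraries lay above all 3 controls for it in BN207 and in BN607. None of the 22 genes passed in edgeR in any variety (adjusted p = 1), and none differed between BN607 and ZM22, over all genes or adjusted over the set alone. For that difference the smallest unadjusted p was 0.00986, for TraesCS1B02G392300. The study chose these genes by their order over the varieties.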

The analysis of the DEGs in clusters 2 and 7 revealed 23 transcription factors involved in waterlogging stress (Table 1). These transcription factors were distributed in 12 families, including the WRKY, MYB, MADS, ZIP, and ERF families (Table 1). 

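Genes under the family name ZIP in Table 1 are zinc transporters of the ZIP family by their annotation. TraesCS2A02G424200 (ZIP1, or zinc transporter 3 in Table S7, 2A 678666922 to 678669334), which brings zinc into the cell, had log2 fold changes of 0.05 in ZM22, -0.22 in BN207 and -1.07 in BN607 (SE 1.14, 1.14 and 1.15), with 26.6 ± 15.9 FPKM (SD, n = 3) under control and 11.1 ± 2.91 under waterlogging in BN607. TraesCS1B02G306500 (zinc transporter 5 in Table S7, 1B 529708048 to 529709990) was at -0.35 in ZM22, -0.27 in BN207 and -1.19 in BN607 (SE 0.51, 0.51 and 0.51), with 7.33, 3.96 and 16.9 FPKM in the BN607 controls and 2.30, 4.83 and 3.84 in its waterlogged libraries. Neither passed in edgeR (adjusted p = 1). The root marker list takes nicotianamine enzymes, which also serve zinc and iron, together with Casparian strip, root cap and root lectin genes. It is therefore not a measure of zinc or iron genes alone. Its medians were 0.07 in ZM22, -0.12 in BN207 and -0.06 in BN607 over 13 genes (camera adjusted p = 0.853, 0.536 and 0.961), with means of 0.78 in ZM22 and 0.28 in BN607, where the test pointed down. The nicotianamine synthase MSTRG.9279 (TraesCS2D02G094200, 2D 45799198 to 45800620) was at 0.07 (SE 0.67), -0.02 (SE 0.67) and 0.42 (SE 0.68).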

Among the WRKY family, the expression difference levels of five genes was highest in ZM22, followed by BN207 and then BN607, whereas the expression difference level of one gene was lowest in ZM22, followed by BN207 and then BN607. 

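WRKY factors bind the W-box of defence and stress genes. TraesCS6A02G146900 (WRKY71 in Table S7, 6A 126344720 to 126346757) had log2 fold changes of -1.15 in ZM22, -1.15 in BN207 and -2.05 in BN607 (SE 0.85, 0.85 and 0.87), and its homoeologue TraesCS6B02G175100 (6B, 190122662 to 190124614) of -1.10 in ZM22, -1.42 in BN207 and -1.96 in BN607 (SE 0.99, 1.00 and 1.02); in BN607 both had all 3 waterlogged libraries below all 3 controls. TraesCS3A02G347500 (WRKY24 in Table S7, 3A 596513729 to 596516427) was at -0.58 in ZM22, -0.59 in BN207 and -1.72 in BN607 (SE 1.29, 1.29 and 1.33). TraesCS1A02G197400 (WRKY35, 1A 355342845 to 355344381) and TraesCS2B02G410400 (WRKY12 in Table S7, 2B 583787693 to 583791983) were at -0.23 in ZM22, -0.31 in BN207 and -1.46 in BN607 (SE 1.89, 1.89 and 1.93) and -0.14 in ZM22, -0.51 in BN207 and -1.42 in BN607 (SE 1.75, 1.75 and 1.78). The fold changes of these 5 genes fell in order over the varieties, which is how the study chose them. TraesCS3D02G113300 (WRKY72, 3D 67458412 to 67461164) was at 0.539 ± 0.439 FPKM (SD, n = 3) under control and 0.117 ± 0.0192 under waterlogging in ZM22 and was not tested for low level. None of the 5 passed in edgeR in any variety (adjusted p = 1), and the smallest unadjusted p was 0.0334, for TraesCS6A02G146900 in BN607. All 78 tested WRKY genes together had medians of -0.21 in ZM22, -0.04 in BN207 and -0.02 in BN607 (camera adjusted p = 0.712, 0.869 and 0.12), and the test pointed up in BN207 against its median.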

A total of four genes related to the MYB family were found: The expression difference levels of one of these genes gradually decreased in ZM22, BN206 and BN607, and those of the other three genes gradually increased. In addition, the expression difference levels of *MSTRG.6000*, *TraesCS1B02G392300* and *MSTRG.32294*, which are all ethylene-related transcription factors (ERF, AP2/ERF, and ABR) belonging to cluster 7, gradually increased in ZM22, BN206 and BN607. This finding indicated that these transcription factors might play an important role in the response to waterlogging stress in different wheat varieties.

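MYB factors control phenylpropanoid synthesis and stress responses among other pathways. TraesCS1D02G084400 (MYB86, 1D 68445707 to 68448197) had log2 fold changes of 0.00 in ZM22, -0.58 in BN207 and -1.66 in BN607 (SE 1.58, 1.58 and 1.62), with all 3 waterlogged BN607 libraries below the 3 controls. TraesCS7D02G514800 (7D, 615558295 to 615559641) was at -3.78 in ZM22, -1.58 in BN207 and 0.46 in BN607 (SE 1.41, 1.29 and 1.28), and in ZM22 it went from 3.42 ± 2.32 FPKM (SD, n = 3) to 0.265 ± 0.137, every waterlogged library below every control. TraesCS2A02G157600 (MYB factor 24, 2A 104450081 to 104451870) was at -1.55 in ZM22, -0.53 in BN207 and 0.77 in BN607 (SE 1.22 in BN207 and 1.23 in BN607), with 12.6, 1.15 and 0.922 FPKM in the waterlogged BN607 libraries. TraesCS2A02G116100 (EFM in Table S7, ARR2 in the annotation, 2A 66317688 to 66319999) was at 0.51 in ZM22, 0.90 in BN207 and 1.42 in BN607 (SE 0.45, 0.45 and 0.45), and in each variety all 3 waterlogged libraries lay above all 3 controls. In edgeR none of the 4 passed (adjusted p = 1 in each variety), the smallest unadjusted p being 0.00714 for TraesCS2A02G116100 in BN607.
All 135 tested MYB genes together fell in ZM22, with a median of -0.18 and camera adjusted p = 2.5e-04, and adjusted p = 0.832 with an estimated correlation. The call was lost without C72_ZM22 replicate 3 (-0.07, adjusted p = 0.0906) or W72_ZM22 replicate 1 (-0.16, adjusted p = 0.481). MYB13 (MSTRG.12915, TraesCS3A02G535100, 3A 746633219 to 746634658) was at -2.95 (SE 1.06) in ZM22, and no member passed alone, over all genes or adjusted over the list alone. BN207 and BN607 had medians of -0.06 and 0.00 (adjusted p = 0.869 and 0.551), with means of -0.17 and -0.13 and the test pointing up in BN207 and down in BN607.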

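TraesCS1B02G392300 (an ethylene-related factor in Table 1, 1B 625145121 to 625146698) was at 0.906 ± 0.556 FPKM (SD, n = 3) under control and 0.682 ± 0.498 under waterlogging in ZM22, 1.15 ± 0.361 and 1.90 ± 0.389 in BN207, and 0.407 ± 0.106 and 1.57 ± 0.747 in BN607. Its log2 fold changes were -0.50 in ZM22, 0.78 in BN207 and 2.33 in BN607 (SE 0.66, 0.66 and 0.69), with every waterlogged library above every control in BN207 and BN607. MSTRG.6000 (TraesCS2A02G288000, 2A 493832102 to 493834421) was at -0.18 in ZM22, 0.30 in BN207 and 1.56 in BN607 (SE 0.79, 0.79 and 0.81) and MSTRG.32294 (TraesCS7A02G264100, 7A 262473336 to 262475332) at -0.25 in ZM22, 0.34 in BN207 and 1.57 in BN607 (SE 0.88, 0.88 and 0.90); in the waterlogged BN607 libraries they stood at 5.16, 1.31 and 1.82 and 7.02, 1.94 and 1.53 FPKM, with replicate 1 the highest. For the difference between BN607 and ZM22, TraesCS1B02G392300 was at 2.84 (SE 0.95) and passed when adjusted over the 3 genes alone but not over all genes (edgeR adjusted p = 1); the study chose the 3 by this order. Ethylene response and synthesis genes as a list of 59 had medians of -0.26 in ZM22, -0.19 in BN207 and 0.02 in BN607 (camera adjusted p = 0.075, 0.776 and 0.192), and in BN607 the mean was -0.17 and the test pointed down. The highest-level member, ERF110 (MSTRG.4433, TraesCS1D02G272600, 1D 366474581 to 366476973), was at -0.44 (SE 1.50), -0.23 (SE 1.50) and -0.24 (SE 1.50), and no member passed over all genes or over the list alone.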

**Table 1:** Response of transcription factors to waterlogging stress

Category	Gene_id	Cluster	Log_2_ (Fold change)			Swissprot_name	Swissprot_description
			W72_ZM22 vs C72_ZM22	W72_BN207 vs C72_BN207	W72_BN607 vs C72_BN607		
WRKY	TraesCS1A02G197400	C2	−0.13	−0.38	−1.55	WRKY35	WRKY transcription factor 35
	TraesCS3A02G347500	C2	−0.4	− 0.57	−1.83	WRKY24	WRKY transcription factor WRKY24
	TraesCS6A02G146900	C2	−0.99	−1.07	− 2.16	WRKY71	WRKY transcription factor WRKY71
	TraesCS6B02G175100	C2	−0.98	−1.4	− 2.14	WRKY71	WRKY transcription factor WRKY71
	TraesCS2B02G410400	C2	−0.13	− 0.61	−1.51	WRKY12	WRKY transcription factor 12
	TraesCS3D02G113300	C7	−2.2	−0.49	0.15	WRKY72	WRKY transcription factor 72
MYB	TraesCS1D02G084400	C2	0.04	−0.65	−1.68	MYB86	Transcription factor MYB86
	TraesCS7D02G514800	C7	−3.69	−1.34	−0.03	MYB44	Transcription factor MYB44
	TraesCS2A02G157600	C7	−1.46	−0.46	0.19	MYB306	Myb-related protein 306
	TraesCS2A02G116100	C7	0.7	0.78	1.03	EFM	Myb family transcription factor EFM
ERF	TraesCS2A02G288000	C7	−0.06	0.32	1.12	ERF114	Ethylene-responsive transcription factor ERF114
	TraesCS1B02G392300	C7	−0.41	0.73	1.95	AP2/ERF	AP2/ERF and B3 domain-containing protein
	TraesCS7A02G264100	C7	−0.2	0.39	1.08	ABR1	Ethylene-responsive transcription factor ABR1
MADS-box	TraesCS5B02G115100	C2	0.17	0.06	−2.07	MADS13	MADS-box transcription factor 13
	TraesCS4D02G346300	C7	0.07	0.96	1.16	MADS51	MADS-box transcription factor 51
ZIP	TraesCS2A02G424200	C2	0.14	−0.34	−1.26	ZIP3	Zinc transporter 3
	TraesCS1B02G306500	C2	−0.14	−0.34	−1.36	ZIP5	Zinc transporter 5
BHLH	TraesCS2D02G347200	C7	−1.1	−0.56	1.62	BHLH113	Transcription factor bHLH113
	TraesCS5D02G411600	C7	−2.61	0.24	1.16	BHLH84	Transcription factor bHLH84
IAA	TraesCS7A02G322000	C2	−0.74	−0.99	−1.55	IAA25	Auxin-responsive protein IAA25
ARF	TraesCS3B02G190100	C2	−0.1	−0.64	−1.34	ARF1	Auxin response factor 1
HSFA	TraesCS2D02G211400	C7	−1.72	−0.81	0.53	HSFA3	Heat stress transcription factor A-3
NAC	TraesCS2A02G102000	C7	0.24	0.69	1.24	NAM-B1	NAC transcription factor NAM-B1

NOTE: C72_ZM22, ZM22 after 72 h of germination under the control treatment; W72_ZM22: ZM22 after 72 h of germination under the waterlogging treatment; C72_BN207, BN207 after 72 h of germination under the control treatment; W72_BN207, BN207 after 72 h of germination under the waterlogging treatment; C72_BN607, BN607 after 72 h of germination under the control treatment; and W72_BN607, BN607 after 72 h of germination under the waterlogging treatment

## Discussion

### Response of the GR of different wheat varieties to waterlogging stress

Waterlogging often occurs at all stages of plant growth; therefore, evaluating the waterlogging tolerance of plants at each stage is highly important. Studies of the physiological and molecular mechanisms related to the effects of waterlogging in wheat at the seedling stage [9, 14], filling stage [17] and maturity stage [18] have been reported. Some studies have revealed that wheat, barley and rape are markedly more likely to suffer from waterlogging within 2 and 6 weeks after germination than between 6 and 14 weeks after germination. In addition, Cannell et al. [19] found that after wheat germination, all seedlings died after 16 days of waterlogging at 12 °C, whereas the survival rate of wheat seedlings after 6 days of waterlogging was 12–38% of that found with the control treatment. Considerable differences in waterlogging tolerance have been found among different varieties in different regions. Takeda and Fukuyama [20] found that some varieties from China, Japan, South Korea and Nepal, as well as some varieties from North Africa, Ethiopia and southwestern Asia, tend to exhibit higher “waterlogging tolerance”, whereas barley varieties from western India show weaker “waterlogging tolerance” [8]. The plant height, soil and plant analyser development (SPAD) results, number of tillers, and biomasses of the stems and roots of non-waterlogging wheat varieties are lower than those of waterlogging-tolerant wheat varieties [21]. This study revealed that the GRs of ZM22, BN207 and BN607 increased gradually during waterlogging treatment. The CH and root length of ZM22 were seriously inhibited by waterlogging treatment for 72 h, whereas the growth of BN607 was not affected by the waterlogging treatment (Figs. 1 and 3), which indicated the existence of notable differences in the “waterlogging tolerance” among different varieties. 

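By the study's thresholds, 17 genes were lower under waterlogging in both ZM22 and BN207 where 1.01 would be by chance, 10 in both ZM22 and BN607 (1.16 by chance) and 11 in both BN207 and BN607 (0.662 by chance); the alpha-gliadin MSTRG.36849 and the cold-response factor TraesCS5D02G317100 were lower in all 3. Shared genes that were higher numbered 3 for ZM22 and BN207 (1.42 by chance), 5 for ZM22 and BN607 (1.05) and 11 for BN207 and BN607 (6.01). Pathogenesis-related protein 1-8 (MSTRG.36780) was the only gene higher in all 3. After adjustment in edgeR, no gene was shared between varieties. Chance here takes genes as independent, which genes that move with the same libraries are not.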

The number of DEGs that were both up-regulated and down-regulated in the three varieties was very small (Fig. 3b). On the one hand, it may be related to the sampling period after the waterlogging treatment. This study only analyzed the period when the three varieties had significant differences in GR. For samples, studies have shown that significant changes have taken place inside the seeds when the seeds have been submerged for a few hours [8]. On the other hand, the speed of the physical and chemical changes in the embryo and endosperm of the three varieties of wheat seeds after waterlogging treatment is not consistent. Therefore, when sampling at a certain time point, there will be a phenomenon that the number of genes that were both up-regulated and down-regulated was small. However, it could be observed in Fig. 4 that there were many DEGs in the three varieties after waterlogging treatment. The focus of this study is to screen for DEGs that have a significant positive and negative correlation with GR. The expression of DEGs respond to waterlogging treatments had a significant effect on GR, which provides us with an important resource to explain the different mechanisms of submergence tolerance of different wheat varieties and to study key candidate genes that regulate seed submergence tolerance during wheat germination.

### Anatomy of the grain endosperm and endosperm in the response of wheat to waterlogging stress

The endosperm is the main location of nutrient storage in cereal seeds and mainly contains starch. After degradation by amylase, starch is transported to the germ and radicle in the form of simple compounds (such as sucrose), provides a matrix for respiration and serves as a material basis and energy source for radicle and germ growth and organ formation [16, 22, 23]. At the initial stage of wheat seed germination, the cell wall of endosperm cells is dissolved, and the endosperm cells are separated. The starch and cellulose gradually decompose under a series of enzymes (α−/β-amylase and cellulases), which loosens the entire endosperm structure and leads to endosperm liquefaction. Therefore, the activity of amylase in seed germination might be determined by the degrees of endosperm emulsification and degradation. This study revealed that the endosperm cells of three types of wheat seeds were markedly changed in response to waterlogging stress. Specifically, the degree of emulsification between the embryo and the endosperm found for BN207 and BN607 was higher than that obtained for ZM22, and BN607 exhibited the highest degree of emulsification (Fig. 2b and c). The differences in the number and size of amyloplasts among ZM22, BN2607 and BN607 might be due to the inconsistencies in the degradation rate. For example, compared with the control treatment, the size of amyloplasts in ZM22 remained unchanged, but the number of amyloplasts was decreased by the waterlogging treatment. In addition, the size of amyloplasts in BN207 was decreased under the waterlogging treatment, but the difference between the control and waterlogging treatments was not significantly. Moreover, the number of amyloplasts in BN207 increased, and starch degradation was rapidly completed, which provided nutrients for embryo growth.

### Importance of the ADH gene in the response of wheat to waterlogging stress at the germination stage

Seed germination requires an energy supply, and energy metabolism is activated only when the seed is imbibed. Studies have revealed that some proteins related to energy metabolism are phosphorylated in wheat embryos. For example, the upregulation of the expression of the *ADH* gene under waterlogging stress servers as a positive signal. Alcohol fermentation in plants is activated under low oxygen stress conditions: pyruvate decarboxylase (PDC) first converts pyruvate to acetaldehyde, and alcohol dehydrogenase then convert acetaldehyde to ethanol. It has been reported that at the early stage of soybean growth and development, the expression of *ADH* and *PDC* in soybean roots is significantly upregulated under waterlogging stress [24–26]. It has also been found that hypoxia stress can lead to the production of fermentation alcohol products [PDC, lactate dehydrogenase (LDH), and ADH] in *Arabidopsis thaliana* [27]. Komatsu et al. [28] reported that there are at least six *ADH* genes involved in the response of soybean to waterlogging stress, and one of these genes, *GmADH2*, is specifically expressed in soybean root tissue. Similarly, two *ADH* genes have been cloned in cotton, and only one of these genes is expressed under waterlogging stress [29]. Zhang et al. [30] found that two of the three *ADH* genes in kiwifruit were significantly upregulated in the roots after waterlogging treatment. Tougou et al. [26] found that the inhibitory effect of waterlogging stress on the growth of soybean seedlings was decreased in *GmADH2I-*overexpressing transgenic soybeans, whereas the expression and activity of ADH in the transgenic soybeans were higher than those in the control soybeans, which suggested that the exposure of *GmADH2* transgenic soybeans to waterlogging stress might induce changes in glycolysis and alcohol fermentation and improve the GR. The transcriptional levels of metabolites in the embryo and endosperm of rice seeds are increased by anaerobic treatment for 12 h, and the greatest change in a large number of metabolites has been observed after 48 h of treatment [31]. This finding shows that the enzyme activity-catalysed energy metabolism is induced or activated at the beginning of germination, and the late changes in metabolites might be driven by transcription and translation because these occurred after the observed changes in the transcriptional abundance. In this study, we found that the transcriptional levels of *ADH2* (*TraesCS5D02G196300*) and *ADH3* (*TraesCS4B02G106400*) (Fig. 7) after 72 h of the waterlogging treatment were lower than those obtained with the control treatment, and the greatest decrease was observed in ZM22, followed by BN207 and then BN607 (data not shown). In contrast, the transcriptional levels of these genes increased gradually after 1 day of the waterlogging treatment (data not shown). This finding suggested that the *ADH* genes in the endosperm of BN607 were induced rapidly after short-term waterlogging, and the glycolysis pathway provided the energy needed to induce the early germination of BN607 seeds. However, the *ADH* genes of ZM22 were highly expressed after 72 h of the waterlogging treatment. It is possible that the accumulation of toxic substances, such as acetaldehyde, at the early stage inhibits seed germination.

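ADH1 genes made up most of the alcohol dehydrogenase transcripts. MSTRG.17520 (TraesCS4A02G202100, ADH1A, 4A 491715851 to 491719316) had mean levels of 539 FPKM under control and 600.0 under waterlogging in ZM22, 173 and 151 in BN207 and 209.9 and 148 in BN607, with log2 fold changes of 0.04 (SE 0.70), -0.22 (SE 0.70) and -0.28 (SE 0.70). Its homoeologue MSTRG.20357 (TraesCS4D02G103000, 4D 81918232 to 81921969) was at -0.09 (SE 0.88), -0.45 (SE 0.88) and -0.11 (SE 0.88). ADH3D (MSTRG.4806, TraesCS1D02G376300, 1D 452625185 to 452627671) was at 0.36 (SE 2.09), -1.50 (SE 2.13) and 0.20 (SE 2.08), and MSTRG.17521 (TraesCS4A02G202200, an ADH2A gene, 4A 491914927 to 491917719) at 1.83 (SE 2.09), -1.50 (SE 2.07) and -0.66 (SE 2.04). The class III alcohol dehydrogenase MSTRG.30111 (TraesCS6B02G425700, 6B 694401891 to 694405637), which acts on formaldehyde bound to glutathione, was at 0.09 (SE 0.30), -0.30 (SE 0.30) and -0.63 (SE 0.30). None of these genes, picked as the highest-level members of the list, passed in edgeR (adjusted p = 1).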

### Waterlogging affects sugar metabolism of endosperm and endosperm in wheat

The energy metabolism pathway is not only related to the alcohol dehydrogenase-catalysed step of glycolysis but also associated with starch and sucrose metabolism and the lactose metabolism pathway [32, 33]. We found that after 72 h of waterlogging treatment, the expression levels of genes related to glycolysis, starch and sucrose metabolism and lactose metabolism in the embryo and endosperm of BN607 seeds were lower than those in ZM22 seeds. Among these genes, the expression difference levels of genes related to hydrolytic enzymes, such as chitinase, glucan-1,3-glucosidase and endocellulase, decreased successively in ZM22, BN206 and BN607. 

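Fermentation genes responded lower in BN607 than in ZM22, with a median difference in log2 fold change of -0.28, 25 of 32 genes below 0 and camera adjusted p = 8.1e-04, and adjusted p = 0.36 with an estimated correlation. Starch synthesis genes did too (median -0.33, adjusted p = 0.0174, and adjusted p = 0.761 with an estimated correlation). Glycolysis (-0.01, adjusted p = 0.599), starch breakdown (0.01, adjusted p = 0.206), sucrose metabolism (0.28, adjusted p = 0.466) and raffinose family genes (-0.03, adjusted p = 0.489) did not differ by this test, which pointed down for glycolysis, starch breakdown and raffinose against means of 0.16, 0.24 and 0.04. Among fermentation genes the ADH1D locus MSTRG.18792 (TraesCS4B02G106300, 4B 115555053 to 115560148) was at -0.09 (SE 0.92) in ZM22 and 0.16 (SE 0.92) in BN607. Among glycolysis genes the cytoplasmic aldolase MSTRG.12515 (TraesCS3A02G391100, 3A 639084776 to 639087265), which splits fructose-1,6-bisphosphate, was at -0.57 (SE 0.56) and -0.36 (SE 0.56). No member of these lists differed between BN607 and ZM22 in edgeR, over all genes or adjusted over its list alone. The fermentation call was lost without C72_ZM22 replicate 3 or W72_ZM22 replicate 1, and the starch synthesis call without C72_ZM22 replicate 1, W72_ZM22 replicate 1 or W72_BN607 replicate 2.
The paper's statement is about levels after waterlogging, where the values above are responses. In waterlogged seeds, BN607 stood below ZM22 in fermentation genes (median log2 difference -0.70, camera adjusted p = 1.9e-04), glycolysis genes (-0.31, adjusted p = 0.0314) and starch breakdown genes (-0.32, adjusted p = 0.00503), with adjusted p = 0.26, 0.677 and 0.677 at an estimated correlation. Starch synthesis (0.30, adjusted p = 0.758), sucrose metabolism (-0.17, adjusted p = 0.495) and raffinose family genes (-0.05, adjusted p = 0.495) did not differ in level. This comparison was chosen after the values were seen, and it holds any difference that the varieties have without waterlogging.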

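Wall-loosening genes, which include the endoglucanases, responded lower in BN607 than in ZM22: 70 of 113 genes were below 0, with a median difference of -0.25 and camera adjusted p = 0.0203, and adjusted p = 0.761 with an estimated correlation. The call was lost without any of 6 single libraries (C72_ZM22 replicates 1 and 2, W72_ZM22 replicates 2 and 3, C72_BN607 replicate 2 and W72_BN607 replicate 1). Against that median, the arabinofuranosidase genes MSTRG.9294 (TraesCS2D02G097800, 2D 50019741 to 50024850) and MSTRG.5254 (TraesCS2A02G098400, 2A 51644327 to 51650293) were at 1.18 (SE 1.36) and 0.45 (SE 1.01) in ZM22 and 2.18 (SE 1.40) and 2.07 (SE 1.04) in BN607. Defence proteins, which include the chitinases and the 1,3-beta-glucanases, had a median difference of 0.13 and a mean of 0.32 with the test pointing down (adjusted p = 0.935). The PR4 endochitinases MSTRG.6248 (TraesCS2A02G350600, 2A 590689642 to 590726198) and MSTRG.10328 (TraesCS2D02G348700, 2D 446639711 to 446641056) were at 0.19 (SE 0.91) and 0.27 (SE 0.83) in ZM22 and 1.75 (SE 0.94) and 1.47 (SE 0.85) in BN607. No gene of either list differed between the varieties in edgeR, over all genes or adjusted over its list alone.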

The trend underlying the changes in these genes was largely consistent with that found for *ADH* gene expression. The anatomical structure of the three wheat species and the expression levels of the analysed genes indicated that the emulsification and dissolution of the endosperm of BN607 seeds began early after waterlogging treatment, whereas the emulsification and dissolution of the embryo and endosperm of ZM22 seeds occurred relatively late. The transcriptional expression of mRNAs in ZM22 seeds was inhibited by waterlogging stress, and this inhibition occurred too late for the plant to switch to using starch and sugar hydrolysis to provide the energy needed for coleoptile growth.

The coleoptile is the protective tissue of young cotyledons of crops. The length and elongation rate of the coleoptile affect the early growth of crops. Coleoptile growth is considered the extension growth of coleoptile cells, and the power for this extension growth originates from continuous swelling and pressure. The extended growth of cells is limited by the cell wall; therefore, relaxation of the cell wall is necessary during coleoptile growth [34]. The relaxation of the cell wall is related to the degradation of hemicellulose, and a single hydrolase, such as β-glucanase, expansin, α-amylase and β-galactosidase, can induce cell wall relaxation. The pectin polysaccharides in the cell wall are hydrolysed by β-galactosidase, and this process is positively correlated with cell wall relaxation [35]. This study also found that the CH of ZM22, BN207 and BN607 and the expression levels of the two genes encoding β-galactosidase were increased by 72 h of the waterlogging treatment (Fig. 7b). We also found that the expression difference levels of a gene encoding α-amylase in cluster 7 also increased successively in ZM22, BN206 and BN607. This finding showed that the elongation of the wheat coleoptile under waterlogging stress might be closely related to the changes in the cell wall composition and the synthesis and activity of induced enzymes related to cell wall relaxation.

### Role of transcription factors in the response to waterlogging stress

Previous studies have found that WRKY-type genes play an important role in the responses to external abiotic stresses, such as drought, high salinity, cold injury, and heat damage [36], and some studies have also investigated WRKY-type genes in response to waterlogging stress. Nanjo et al. [25] found that the expression levels of WRKY-type transcription factors in soybean roots and hypocotyls are significantly upregulated under waterlogging treatment, and the expression levels of 11 WRKY transcription factor genes in the roots of kiwi fruit seedlings are significantly upregulated under waterlogging treatment [30]. This study revealed that the expression difference levels of six WRKY transcription factors gradually decreased in ZM22, BN206 and BN607 (Table 1), which indicated that the germination of ZM22, BN207 and BN607 seeds under the waterlogging treatment was negatively regulated by WRKY transcription factors. AP2/ERF plays an important role in the responses to external biotic and abiotic stresses [37–39]. SUB1A, an ERF transcription factor, can inhibit ethylene synthesis and the response of rice to gibberellin under waterlogging stress, reduce carbohydrate consumption and improve the waterlogging tolerance [40, 41]. Lee et al. [42] found that *CIPK15* expression is induced by hypoxia and a lack of glucose during rice germination under waterlogging, which causes a series of potential downstream chain reactions by activating the energy and stress receptive factor SnRK1. This effect can enhance the expression of amylolytic enzyme genes and the synthesis of alcohol dehydrogenase, which would promote anaerobic respiration to ensure the provision of sufficient metabolic energy for cell growth. During this time, the coleoptile can also undergo rapid elongation. In this study, the expression difference levels of one AP2/ERF transcription factor (*TraesCS1B02G392300*) increased successively in ZM22, BN206 and BN607 (Table 1), which indicated that the expression level of the AP2/ERF transcription factor could be used as an important reference index for evaluating the difference in waterlogging tolerance among the three wheat varieties. Further research on the regulatory mechanism of AP2/ERF transcription factors is needed in the future.

## Conclusions

In this study, three wheat varieties with different waterlogging tolerances were subjected to waterlogging treatment. Analyses of the seed GRs and the changes in the embryo and endosperm structures revealed that BN607 exhibited the strongest waterlogging tolerance, followed by BN207 and ZM22. To further reveal the difference in waterlogging tolerance among the three wheat varieties during germination, a transcriptome analysis was performed, and the results identified a total of 2775 DEGs between the control and waterlogging treatments. Based on the correlations between the DEGs and the GR, 563 and 398 key genes that exhibited positive and negative correlations, respectively, were screened. GO and KEGG analyses showed that the waterlogging tolerance of the three wheat varieties was closely related to glycolysis, starch and sucrose metabolism and the lactose metabolism pathway and that ADH genes played an important role in the response to short-term waterlogging. These results will provide insights into the mechanistic regulation of some candidate genes and could thus reveal the molecular mechanisms underlying the waterlogging tolerance of wheat seeds during the germination stage.

## Methods

### Experimental materials and treatment methods

In this study, three wheat (*Triticum aestivum* L.) varieties, ‘Zhoumai 22’ (ZM22, waterlogging-intolerant), ‘Bainong 207’ (BN207, waterlogging-medium) and ‘Bainong 607’ (BN607, waterlogging-tolerant), were selected as the materials. ZM22 is a commercial winter wheat cultivar in Henan Province, China. The BN207 and BN607 seeds used in this study were cultivated by Prof. Xingqi Ou from the School of Life Science and Technology, Henan Institute of Science and Technology, Xinxiang, China. All the seeds were provided by the School of Life Science and Technology, Henan Institute of Science and Technology. Intact seeds with uniform sizes and no pests or diseases were selected for the experiment. The seeds were first disinfected with 5% hydrogen peroxide for 5 min, washed three to five times with steam water, and submerged 12-cm-diameter glass Petri dishes filled with 150 mL of sterilized deionized water, and the Petri dishes were covered with aluminium foil to minimize gas exchange.

Experimental treatment: For the waterlogging treatment, 50 plump seeds in glass Petri dishes were incubated at a constant temperature of 20 °C in the dark for 72 h. At the end of the waterlogging treatment, the seeds were transferred and germinated in a Petri dish containing one layer of filter paper and 10 mL of sterilized deionized water. Control treatment: Each variety was subjected to one control treatment (CK), which did not include any waterlogging. The seeds were germinated as in the waterlogging treatment. The experimental and control treatments included five replicates, and each replicate consisted of 50 seeds. All the seeds were grown in a growth chamber with 25 °C, 75% relative humidity and a 16-h light/8-h dark cycle. The GR of the seeds (the number of germinated seeds) after 72 h of germination was calculated. Seeds were considered germinated if the radicle and the hypocotyl had emerged at least 2 mm from the seed coat. After 72 h of germination, we removed the radicle and coleoptile of the seeds; part of the samples were used for analysis of the seed anatomy, and the other samples were used for transcriptomic sequencing.

### Measurement of the GR and CH of wheat seeds

After 72 h of germination, the GR and the CH of the seeds in both the waterlogging and control treatments were measured.

### Structural anatomy of wheat seeds

To assess the anatomy of wheat seeds, the seeds were fixed in FAA (38% formaldehyde:glacial acetic acid:70% alcohol = 1:1:18 volume ratio) solution, sliced and embedded in paraffin. The slices were then processed as follows: Fist, the sections were sequentially placed in xylene I for 20 min, xylene II for 20 min, absolute ethanol I for 5 min, absolute ethanol II for 5 min, 75% alcohol for 5 min, and tap water for 5 min to deparaffinize the paraffin sections until dehydration. Second, the slices obtained using an ultramicrotome (Ultracut R, Leica, Germany) were sequentially stained with periodic acid, Schiff’s reagent, and naphthol yellow S (Wuhan Servicebio Technology Co., Ltd.). Third, the slices were dehydrated and mounted with anhydrous ethanol, xylene and neutral gum. Fourth, the slices were observed under a light microscope (DMLS, Leica, Solms, Germany) and photographed with a camera (TrueChrome II, Tucsen, China). Photoshop and Image-Pro Plus 6.0 (Media Cybernetics, Inc., Rockville, MD, USA) were used to count the numbers of amyloplasts based on the micrographs (three replicate seeds and 10 micrographs of each seed).

### Total RNA isolation, RNA library construction and transcriptome sequencing

To explore the response of wheat seeds to waterlogging stress, a transcriptome analysis of the seeds of three wheat varieties, ‘ZM22’, ‘BN207’ and ‘BN607’, under the waterlogging and control treatments was performed. A total of 18 samples (C72_ZM22, C72_BN207, C72_BN607, W72_ZM22, W72_BN207, and W72_BN607; each treatment was performed in triplicate) were first obtained by extracting total RNA from the samples using the TRIzol kit (Invitrogen, CA, USA). Total RNA was removed with RNase-free DNase I (Takara, Tokyo, Japan) to avoid genomic DNA contamination. To ensure that transcriptome sequencing was performed using high-quality samples, the purity, concentration, and integrity of RNA samples were determined using a NanoDrop, a Qubit 2.0, and an Agilent 2100, respectively. First, the mRNA was enriched with oligo (dT) magnetic beads, and fragmentation buffer was added to randomly disrupt the mRNA. The first cDNA strand was synthesized using mRNA as a template and a six-base random primer (random hexamers). To synthesize the second cDNA strand, the first cDNA strand was combined with buffer, dNTPs, RNase H, and DNA polymerase I. The purified double-stranded cDNA was subjected to end repair, A tailed and ligated to the sequencing adapter. Finally, fragment size selection was performed using AMPure XP beads, and a cDNA library was enriched by PCR. After the library was constructed, the concentration of the library and the insert size were detected using a Qubit 2.0 and an Agilent 2100, respectively. The average insert size of the paired-end libraries was 150 bp (±50 bp). After inspection of the library quality, transcriptome sequencing was performed using an Illumina NovaSeq™ 6000 (LC Sciences, San Diego, CA, USA) according to the standard protocols of the LC-Bio Technology Co., Ltd. (Hang Zhou, Zhejiang Province, China).

### Normalization and annotation of sequencing data

To ensure accurate and credible results, we preprocessed the raw data, which included the removal of sequencing adapters and low-quality sequencing data. The valid data were aligned to the reference genome of wheat (https://urgi.versailles.inra.fr/download/iwgsc/IWGSC_RefSeq_Assemblies/v1.0/), and statistical information was obtained based on gene location information specified by genome annotation files (GTF and GFF).

### Sequencing sequence statistics and quality control

The raw data generated by sequencing needs to be preprocessed. We used cutadapt to filter out unqualified sequences and obtain clean data [43]. The specific processing steps were as follows: (1) removing adapter-containing reads; (2) removing reads with a content ratio of N (N represents a base that cannot be determined) that is greater than 5% of the reads; (3) removing low-mass reads (mass value of Q < 10 bases accounting for more than 20% of the entire reads); and (4) analysing the amount of raw sequencing data, an effective amount of sequencing data, and the Q20, Q30, and GC contents.

### Analysis of DEGs and gene function annotation

The aligned reads from each sample were assembled using StringTie. The transcriptomes of all the samples were then reused to construct a comprehensive transcript utilising a Perl script. After the final generation of transcripts, StringTie and EdgeR were used to estimate the expression levels of all the transcripts. The expression levels of the genes were characterized by calculating FPKM values (fragments per kilobase of exon model per million mapped reads) [44], which eliminated the influences of the gene length and sequencing level on the calculation of gene expression. The DEGs in ‘ZM22’, ‘BN207’ and ‘BN607’ were identified by comparing the waterlogging and control treatments. The differentially expressed mRNAs with log2 (fold change) > 1 or log2 (fold change) < − 1 and with statistical significance (*p*-value < 0.05) were identified using the R package Ballgown [45]. The fold change represents the ratio of expression under the waterlogging and to that under the control treatment. An expression level dominance analysis was performed using EdgeR software [46], and a cluster analysis of the DEGs was performed using clustering software and Java Treeview. Gene functional annotations were based on the pear genome database and mapped to GO terms. GO enrichment analysis was performed using WEGO, and KEGG pathways were identified according to *p*-values and adjusted q values through a BLAST search against the KEGG database and subsequent mapping to KEGG pathways [47–52].

### Total RNA extraction, reverse transcription and qRT-PCR assays

Based on the target gene sequences, 10 gene-specific primer pairs were designed (Table S6). The RNA samples used for qRT-PCR analysis were aliquots of the samples used in the RNA-Seq experiments. The qRT-PCR assays were performed with the Primer Script RT Reagent Kit (Takara, Dalian, China) and the reference gene 18S (Gene ID: AJ272181.1) using cDNA from the transcriptome samples as the template. The total reaction volume for each qRT-PCR was 20 μL, which comprised 10 μL of SYBR Green PCR SuperMix (Vazyme Biotech Co., Ltd., Nanjing, China), 0.4 μL of each primer, 2 μL of cDNA, 0.4 μL of passive reference dye and 6.8 μL of double-distilled water. The PCR conditions were as follows: 95 °C for 10 s and 40 cycles of 95 °C for 5 s and 60 °C for 30 s. the qRT-PCRs were performed using an ABI Step One Plus. The qRT-PCR data were obtained from technical replicates with error bars and are presented as the means ± SEs (*n* = 3). One sample constitutes a mixture of three seeds. The relative expression was calculated using the 2^−ΔΔCt^ method [53].

### Statistical analysis

All statistical analyses were performed with SPSS 18.0 (SPSS Inc., Chicago, IL, USA) and Microsoft Excel (Microsoft Corporation, Redmond, WA, USA). The data were analysed by one-way analysis of variance (ANOVA). Mean separations were performed by Duncan’s multiple range tests. OriginPro 8.1 (Origin Inc., Chicago, IL, USA) was used to draw the figures. Differences with *p* < 0.05 were considered significant.

## Supplementary information

**Additional file 1: Table S1.** Summary of the RNA-Seq data collected from the seeds of three wheat varieties (ZM22, BN207 and BN607) under the waterlogging and control treatments.

**Additional file 2: Table S2.** Summary of the genome alignment distribution of the RNA-Seq data.

**Additional file 3: Table S3.** Summary of the GO results of the DEGs.

**Additional file 4: Table S4.** KEGG enrichment analysis of the DEGs.

**Additional file 5: Table S5.** Statistics of DEGs that exhibit different expression patterns.

**Additional file 6: Table S6.** List of primer sequences used for qPCR analysis.

**Additional file 7: Table S7.** Cluster analysis of the DEGs.

**Additional file 8: Figure S1.** Principal component analysis (PCA) f the transcription levels in the seeds of three wheat varieties (ZM22, BN207 and BN607) under the waterlogging and control treatments. ZM22: Zhoumai 22, BN207: Bainong 207, BN607: Bainong 607. W72_ZM22, W72_BN207 and W72_BN607 refer to ZM22, BN207 and BN607 under the waterlogging treatment, respectively. C72_ZM22, C72_BN207 and C72_BN607 refer to ZM22, BN207 and BN607 under the control treatment, respectively.

**Additional file 9: Figure S2.** GO enrichment of DEGs in the seeds of three wheat varieties (ZM22, BN207 and BN607) under the waterlogging and control treatments. W72_ZM22, W72_BN207 and W72_BN607 refer to ZM22, BN207 and BN607 under the waterlogging treatment, respectively. C72_ZM22, C72_BN207 and C72_BN607 refer to ZM22, BN207 and BN607 under the control treatment, respectively.

**Additional file 10: Figure S3.** KEGG enrichment factor analysis of DEGs in the seeds of three wheat varieties (ZM22, BN207 and BN607) under the waterlogging and control treatments. W72_ZM22, W72_BN207 and W72_BN607 refer to ZM22, BN207 and BN607 under the waterlogging treatment, respectively. C72_ZM22, C72_BN207 and C72_BN607 refer to ZM22, BN207 and BN607 under the control treatment, respectively.

**Additional file 11: Figure S4.** RT-qPCR validations of the RNA-seq data. Expression profiling of 10 candidate genes of the seeds of three wheat varieties (ZM22, BN207 and BN607) under the waterlogging and control treatments. W72_ZM22, W72_BN207 and W72_BN607 refer to ZM22, BN207 and BN607 under the waterlogging treatment, respectively. C72_ZM22, C72_BN207 and C72_BN607 refer to ZM22, BN207 and BN607 under the control treatment, respectively.

## Data Availability

The datasets supporting the results described in this article are included within the article and its additional file. All raw sequence reads have been deposited in NCBI’s Gene Expression Omnibus and are accessible under the GEO Series accession number GSE144554 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE144554).

## Abbreviations

ZM22: Zhoumai 22
BN207: Bainong 207
BN607: Bainong 607
DEGs: Differentially Expressed Genes
ADH: Alcohol Dehydrogenase
GO: Gene Ontology
mRNA: Messenger RNA
KEGG: Kyoto Encyclopedia of Genes and Genomes
PCA: Principal Component Analysis
qRT-PCR: Quantitative Real-time PCR
FPKM: Fragments Per Kilobase Per Million Mapped Reads
NCBI: National Center for Biotechnology Information
PDC: Pyruvate Decarboxylase
LDH: Lactate Dehydrogenase
GR: Germination Rate
CH: Coleoptile Height
FAA: 38% Formaldehyde-Acetic acid-70% Alcohol

How the deposited data were processed for this re-analysis (not part of the article)

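The data are gene expression measurements by poly(A) RNA sequencing in germinating wheat seeds of 3 varieties (ZM22, BN207 and BN607), each under waterlogging (W72) and control (C72), with 3 libraries per group and 18 libraries in all. Every library was taken with the variety and treatment that its record gives, and none was left out of the values in the passages. The authors trimmed the reads with cutadapt, aligned them with HISAT to IWGSC RefSeq v1.0, and assembled transcripts in each library with StringTie before merging them over all libraries; the versions are not given in the sources used here. The deposited FPKM values (fragments per kilobase of exon model, scaled to the size of the library) were made by the authors with StringTie for each gene and library. The deposited expected counts, 1 per gene and library, come from the authors as whole numbers without normalization, and how they were made from the assembly is not given in the sources used here. They keep a near-constant ratio to the FPKM of the same gene (median variation between libraries 0.109%). Their sums exceed the valid reads of the paper's Table S1 by 1.42 to 1.57 times, and 49.0% of counts from 1 to 19 are multiples of 4, where even counts over that range would give 21.1%, so they are estimates from coverage and not single reads.

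The table holds 94141 genes, of which 37205 are assembled MSTRG loci and 56936 TraesCS loci, 90492 carry a TraesCS name, and 3505 are at 0 in every library. Descriptions are given for 88617 genes, GO terms for 73771, KEGG pathways for 41541 and EC numbers for 25264. Genes were matched to the paper by their TraesCS names, and positions are those of the table. No other gene table was needed, since the reference table at hand uses other identifiers. Summed counts ran from 68.75 to 107.71 M (mega) per library, with a median of 97.69 M. The common biological coefficient of variation over the 6 groups was 0.676. On simulated data with the spread of these libraries, a test in ZM22 found 1 of 50 genes changed 2-fold, 13 of 50 changed 4-fold, 22 of 50 changed 8-fold and 26 of 50 changed 16-fold. The same test found 0, 5, 14 and 30 of 50 in BN207 and 0, 5, 21 and 27 of 50 in BN607. With 0.1 of the dispersion, which is a variance, it found between 26 and 30 of 50 genes changed 2-fold.

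Tests used the counts of the 50656 genes with at least 1 FPKM in at least 3 libraries. Counts were scaled by TMM and fitted in edgeR 4.0.16 (R 4.3.3) by a quasi-likelihood model with 1 mean for each of the 6 groups, so that all 18 libraries share the estimate of the spread. Contrasts were waterlogging minus control in each variety, their average over the varieties, and the differences of the response between varieties. A gene was called at a Benjamini-Hochberg adjusted p < 0.05 over all tested genes, without a limit on the fold change. The study's thresholds, unadjusted p < 0.05 with a log2 fold change beyond 1, were applied beside that. The plan written before the data were examined named limma on log2(FPKM + 1) for a table of FPKM, with edgeR in its place if the table held counts. Replicates were not treated as pairs: after removing group means, libraries of the same variety and replicate number correlated above 0.1 in 2 of 9 pairs (lowest -0.47, highest 0.55). Where a group was at 0 in every library, its fold was computed against a floor of 3 counts per library and is given as a lower bound that holds only for that floor.

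Before the data were examined, 22 lists of genes were written as patterns on the descriptions: fermentation, glycolysis, starch breakdown, starch synthesis, sucrose metabolism, raffinose family, defence proteins, cell wall loosening, phenylpropanoids, maturation and abscisic acid, storage proteins, photosynthesis, root tissue, cell division, aleurone proteases, heat shock, ethylene, haemoglobins, WRKY factors, MYB factors, ribosomal proteins and antioxidants. Together they hold 1829 tested genes, 6 of them in more than 1 list. Lists were tested with camera in limma 3.58.1 on the edgeR fit with a set correlation of 0.01. Responses within varieties were adjusted over the 22 lists and all varieties together, and the average and the differences over the 22 lists of the contrast. Camera compares a list with all other genes, and in places its direction differed from the sign of the median. That comparison does not account for every case: photosynthesis genes in BN607 had a median of 0.50, above the 0.10 of all tested genes, while camera pointed down. The cause was not tested. The 14 GO and KEGG terms that the paper names were tested by Fisher's exact test on genes past the study's thresholds, with the annotated tested genes as background, adjusted over the 14 terms. Principal components were computed on log2(FPKM + 1) of genes above 0 in any library, and the share of variance between groups was tested by permutation with 100000 resamples.

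Genes named in the text follow a rule set before the data were examined. For each variety these are the 10 genes with the largest increase and the 10 with the largest decrease among genes with an adjusted p < 0.05, with no overlap between control and waterlogged libraries and with a protein description. The same rule takes 5 and 5 for the average response and for the difference between BN607 and ZM22, where overlap does not matter. It adds every gene that the paper names, whose values in the paper's tables had been seen, and up to 3 members of each list and variety that pass. Members of the lists given as examples, chosen for a high level or a known role, transcripts specific to a variety, and genes past the study's thresholds in all varieties were picked after values were seen, and so was MSTRG.30200, which has no description.

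The alternatives set before the data were examined were limma on log2(FPKM + 0.1) and log2(FPKM + 0.5), no filter on low values, a filter on a mean FPKM of at least 1, median-ratio scaling in edgeR, TPM scaling and quantile normalization (both in limma on the log scale), the replicate number as a block over all libraries or within varieties, the libraries of the variety alone, a linear model for each gene with a library adjustment after the Ballgown test, and leaving out each library in turn. For lists these were a correlation estimated from the data, fry in place of camera, a pseudocount of 0.1 and median-ratio scaling. Alternatives chosen after seeing the data were limma on log2(FPKM + 1), DESeq2 1.42.0 (Wald test, default settings), counts divided by 4 and rounded, 1 surrogate variable from sva 3.50.0, the log2 ratio of mean FPKM, the list tests without each library, and the terms without W72_BN207 replicate 1. The levels of lists in waterlogged BN607 and ZM22 were also compared after seeing the data, with camera on the same edgeR fit. Tables were read with data.table 1.17.8. Germination, enzyme and quantitative PCR measurements were not analysed here, and the copy of Table S7 used here holds its first 1997 genes.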

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

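The tests on variety-specific transcripts in W72_BN207 replicate 1, on cell division genes along component 1 and on lists without each library were chosen only after the result was seen; the other tests in this part were written down before their results.

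Of the 22 gene lists, 8 responded differently in BN607 and ZM22, by a test of the difference itself in camera. Storage protein genes differed by a median log2 fold change of 2.69, but by 0.48 (adjusted p = 0.477) without C72_ZM22 replicate 1. Fermentation (-0.28), starch synthesis (-0.33), cell wall loosening (-0.25), phenylpropanoid (-0.12), cell division (-0.49) and ribosomal protein genes (-0.15) were lower in BN607, and for photosynthesis genes the test pointed down too, against a median of 0.08. Each of these lists lost its call or turned without at least 1 library, and ribosomal protein genes were at 0.27, upwards, without W72_BN607 replicate 1. None passed with a correlation estimated from the data (smallest adjusted p = 0.36) or with fry (0.877). No member of these lists differed between the varieties in edgeR, over all genes or over its list alone. When waterlogging and control were assigned at random within varieties, 23 of 100 assignments gave as many genes differing between BN607 and ZM22 as the 2 found, so chance is not excluded; the highest of the others was 6483.

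Some lists that the paper does not discuss as such rose above control, although it names the response to abscisic acid for its BN207 genes. In ZM22 these were cell division genes (median log2 fold change 0.67), ribosomal protein genes (0.42) and photosynthesis genes (0.33), and in BN207 late embryogenesis and dehydrin genes (maturation and abscisic acid, 2.32). Cell division in ZM22 was at -0.63 without W72_ZM22 replicate 2, photosynthesis at 0.00 without C72_ZM22 replicate 1 and 0.03 without C72_ZM22 replicate 2, and the maturation list in BN207 at -1.09 without W72_BN207 replicate 2. With a correlation estimated from the data none of the 4 passed.

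The first principal component separates libraries of the same variety and treatment, and cell division, photosynthesis and ribosomal protein genes moved with it (median correlation 0.92, 0.73 and 0.71). The sampling of counts at unequal depth is argued against: after thinning every library to 68.75 M (mega) counts the scores correlated with the original ones at 1. Thinning acted on estimated counts, and it cannot remove a difference in library quality that goes with depth, so such a difference stays open. A few genes taking most of the counts is argued against too, since the correlation was 0.997 without the 500 most abundant genes. Seeds at different stages of growth within a group may be a source of the separation: cell division genes had a median correlation of 0.92 with a component computed without them, above 100% of 10000 random lists matched on expression (highest 0.62). The design gives no stage or day for each library, so this stays a hypothesis found and tested on the same data.

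W72_BN207 replicate 1 lacks transcripts specific to BN207 and carries those specific to BN607. A mixture of RNA from both varieties is argued against, since the transcripts specific to BN207 stood at a median of 0% of their level in the other BN207 libraries, with 0 of 124 detected. Waterlogging or seedling stage switching these transcripts off is argued against too, since the other waterlogged BN207 libraries kept at least 94.37% of 142 such transcripts. A library or seed of BN607 under the BN207 label may be the source, as 100% of the 127 transcripts specific to BN607 were detected at a median of 86.2% of their level in BN607. Without this library the study's thresholds gave 1408 genes in BN207 in place of 815.

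MSTRG.1763 and MSTRG.30200 responded differently between varieties, by a test of the difference: 7.65 and 6.81 between BN207 and ZM22, and 7.31 and 6.69 between BN607 and ZM22. They are near 0 in ZM22, with traces in the controls and 0 counts in the waterlogged libraries. RNA or reads of other libraries carried over into the ZM22 controls cannot be told apart from a response: over 128 other genes that ZM22 lacks, the level as a share of that in the other varieties was 1.66 times higher in the controls (0.640% to 0.760%) than in the waterlogged libraries (0.324% to 0.602%), short of the 2-fold gap expected of carry-over alone. A response to waterlogging in ZM22 stays open as well, since the called genes stood above 78.1% of those 128 genes in the ZM22 controls, and not above nearly all of them. Counts of 4 to 35 per control library keep both open.

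With 3 libraries against 3 there are 10 splits of a variety's libraries, too few for a share under 0.05. For genes called in ZM22, 2 of 10 splits gave as many as the 3 found, and the highest other gave 500; in BN207 and BN607 the 0 calls were reached in 10 of 10, with 2 as the highest other in each. Every split reaches a count of 0, so that share says nothing about BN207 or BN607. At the study's thresholds 10 of 10 splits gave as many as the 412 in ZM22 (highest other 9759), 10 of 10 as the 815 in BN207 (8535) and 6 of 10 as the 669 in BN607 (1492). Called lists numbered as many as the 7 in ZM22 in 8 splits, the 6 in BN207 in 9 and the 4 in BN607 in 10, with 10 as the highest other in each. Splits that call many times the real number point to a structure of the samples other than waterlogging. On average over the varieties, 43 of 100 random assignments gave as many genes as the 1 found (highest other 4970), so chance is not excluded there.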

How the results depend on the processing

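Pseudocounts, filters, scalings, replicate blocks, the libraries in the fit, the model for each gene and leaving out each library were set before the data were examined. Limma on log2(FPKM + 1), DESeq2, counts divided by 4, 1 surrogate variable the list tests without each library and the terms without W72_BN207 replicate 1 were chosen after seeing the data.

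The 3 genes called in ZM22 became 0 in limma with a pseudocount of 0.1 or 0.5, in limma on log2(FPKM + 1), with TPM scaling, quantile normalization, a replicate block within varieties, the 6 libraries of the variety alone, the model for each gene or counts divided by 4, and 144 in DESeq2. Using 6 libraries leaves fewer samples to estimate the spread; for the other settings the cause was not tested. Without each library in turn the number ran from 2 to 8. In BN207 the 0 calls became 1 in limma with a pseudocount of 0.1 or 0.5, with TPM scaling or with 1 surrogate variable, and 274 in DESeq2. In BN607 they became 2 in the model for each gene and 34 in DESeq2. Both stayed at 0 without each library in turn, and the cause was not tested.

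On average over the varieties, the 1 call became 0 in limma with a pseudocount of 0.5 or 1, with TPM scaling, quantile normalization, a replicate block within varieties or counts divided by 4, 2 with a replicate block over all libraries, and 218 in DESeq2. The number of genes that differed between BN607 and ZM22, 2 in the main fit, was 1 with median-ratio scaling, the 12 libraries of both varieties alone or 1 surrogate variable, 109 in DESeq2, and 0 in limma with a pseudocount of 0.1, 0.5 or 1, with TPM scaling, quantile normalization, a replicate block within varieties or counts divided by 4. A gene counted under another setting need not be 1 of those 2. Leaving out a library gave 0 to 4 calls on average and 0 to 7 for the difference. The cause was not tested.

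At the study's thresholds ZM22 had 412 genes, and 1304 with no filter, 223 with quantile normalization, 111 in the model for each gene, 239 in limma on log2(FPKM + 1), 740 in DESeq2 and 1138 with 1 surrogate variable. BN207 had 815, and 374 and 299 in limma with a pseudocount of 0.1 and 0.5, 204 in limma on log2(FPKM + 1), 1977 with no filter, 246 with TPM scaling, 202 with quantile normalization, 543 with a replicate block within varieties, 357 in the variety's libraries alone and 88 in the model for each gene. BN607 had 669, and 1465 with no filter, 365 with a replicate block within varieties, 316 in the model for each gene, 1137 in DESeq2 and 1124 with 1 surrogate variable. Without each library the numbers ran from 407 to 2000 in ZM22, 622 to 1984 in BN207 and 326 to 1607 in BN607. More genes are tested without the filter; otherwise the cause was not tested. Genes past these thresholds in all varieties numbered 3, and 7 with no filter and 1 in limma with a pseudocount of 0.1. Calls shared by all varieties were 0 after adjustment and 3 at the study's thresholds.

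The lists called by camera, 7 in ZM22, 6 in BN207 and 4 in BN607, became 0 in each variety with a correlation estimated from the data and 0 with fry. In the first only the correlation between genes was changed, while fry is another test and the cause there was not tested. The 8 lists that differed between BN607 and ZM22 were 7 to 11 without each library; storage proteins went from 2.69 to 0.48 (adjusted p = 0.477) without C72_ZM22 replicate 1. With a pseudocount of 0.1 or median-ratio scaling the numbers stayed within 1.5 times these. Without each library they ran from 4 to 9 in ZM22, 3 to 8 in BN207 and 6 to 9 in BN607. Maturation and abscisic acid in BN207 ran from 3.73 without C72_BN207 replicate 1 to -1.09 without W72_BN207 replicate 2 (adjusted p = 0.00514), which carried the high values. The median of all tested genes in BN607 was 0.10, against -0.01 with median-ratio scaling, -0.12 with TPM scaling and 0.04 with quantile normalization, so list medians near 0 in BN607 depend on the scaling.

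Component 1 held 45.3% of the variance, 55.6% without a log and 31.8% with genes scaled to unit variance, and 42.1% to 48.4% without each library; the cause was not tested. Of the terms the paper names, 5 passed, 6 with every annotated gene as background, 6 without W72_BN207 replicate 1 and 0 with genes called after adjustment, since only 3 genes were called. With the paper's own changed genes in place of those found here, 13 of the 14 terms passed. The cluster 2 genes in the order of the varieties were 311, and 297 in limma with a pseudocount of 0.1. The study's gene sets held 0 genes whose response differed between varieties after adjustment over all genes, in the main fit and in the few alternatives run for them.

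For the tested genes that the paper names and the loci called in ZM22, values were recomputed under other settings. The other genes named here were not rerun singly. The called values were recomputed 63 times: all 63 kept their direction and 34 were no longer past the threshold. Values of the same genes that had not passed were recomputed 4017 times, of which 3642 kept their direction and 0 passed. On simulated data with this spread, tests found 26, 30 and 27 of 50 genes changed 16-fold in ZM22, BN207 and BN607. With 0.1 of the dispersion, which is a variance, they found at least 49 of 50. Depth was not varied, and the simulated genes were drawn independently of each other, so these shares need not hold for the real libraries.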

Differences from the paper's values

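Counts of genes below use the study's thresholds, an unadjusted p < 0.05 and a log2 fold change beyond 1, on edgeR p-values. For BN607 the paper gives 1800 genes and 669 were found here. Of the alternatives set before the data were examined, the number came within 1.5 times the paper's with no filter on low values (1465) and without W72_BN607 replicate 2 (1607) or W72_BN607 replicate 3 (1498). It stayed further away in limma with a pseudocount of 0.1 or 0.5, with the filter on mean FPKM, median-ratio scaling, TPM scaling, quantile normalization, either replicate block, the variety's 6 libraries, the model for each gene, and without each of the other 4 libraries (316 to 984). Genes lower in BN607 were 1116 in the paper and 196 here, and none of those alternatives closed the gap (148 to 728). With 1 surrogate variable, an alternative chosen after seeing the values, there were 841, and that setting drops 726 of the 1107 genes of the paper's list that were matched.

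In BN207 the paper gives 302 genes as lower and 171 were found here. Limma with a pseudocount of 0.1 (220) or 0.5 (203) and leaving out C72_BN207 replicate 2 (210) came within 1.5 times the paper's number. No filter (728), the filter on mean FPKM, each scaling, each block, the variety's libraries alone, the model for each gene and leaving out any other library did not (52 to 1097). DESeq2 (371) and 1 surrogate variable (243), chosen after seeing the values, came that close too, and drop 154 and 223 of the 293 genes of the paper's list that were matched. Genes higher in BN207 were 335 in the paper and 644 here. The number came within 1.5 times the paper's with a replicate block within varieties (377) and without C72_BN207 replicate 2 (492), C72_BN207 replicate 3 (459) or W72_BN207 replicate 1 (311). It did not with limma at a pseudocount of 0.1 or 0.5, no filter, the filter on mean FPKM, each scaling, a block over all libraries, the variety's libraries alone, the model for each gene, or without C72_BN207 replicate 1 or W72_BN207 replicates 2 or 3 (36 to 1305).

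Genes past these thresholds in any variety were 2775 in the paper and 1831 here, those in BN607 alone 1677 in the paper and 629 here, and those lower in BN607 alone 1054 in the paper and 174 here; no alternative was run for these 3. Genes shared by the 3 varieties were 5 in the paper and 3 here, 7 with no filter, which is within 1.5 times, and 1 in limma with a pseudocount of 0.1, which is not. The 5 genes that the paper names as shared were not among the 3 found here.

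The first principal component holds 79.09% of the variance in the paper and 45.28% here on log2(FPKM + 1). On FPKM without a log it held 55.6%, within 1.5 times the paper's; with log2(FPKM + 0.1), only the tested genes, genes scaled to unit variance, or without each library in turn it did not (31.8% to 48.4%).

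TraesCS7D02G514800 in BN607 has a log2 fold change of -0.03 in the paper and 0.46 here. A fold change is counted as differing when its sign is not the paper's or when it lies further from it than the SE of the edgeR value; by that rule it is the only one of 69 values of Table 1 that differs, 3 of them in a gene that was not tested, and it differs by its sign. It had the paper's sign and lay within that SE, and so did not differ, in limma with a pseudocount of 0.5 (-0.01), with a replicate block over all libraries (-0.69), in the model for each gene (-0.11), or without C72_BN607 replicate 1 (-0.02) or W72_BN607 replicate 1 (-1.06). It differed in limma with a pseudocount of 0.1, with no filter, the filter on mean FPKM, each scaling, a block within varieties, the variety's libraries alone, and without each of the other 4 libraries (0.02 to 1.54). The log2 ratio of mean FPKM, the measure of the paper's tables and chosen after seeing the values, gives -0.03 and meets all 66 values of Table 1 that were tested, dropping 0 of them.

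Depth per library is given in the paper's Table S1 as valid reads, with a median of 64.97 M (mega) and a highest value of 69.23 M, and summed counts here had a median of 97.69 M and a highest value of 107.71 M; no alternative was run. Reads and these estimated counts are different quantities.

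The paper counts more genes than were found here in each of these terms, at the same thresholds. In BN207 these are defence response to fungus (25 in the paper, 9 here), protein heterodimerization activity (14 in the paper, 7 here), response to abscisic acid (39 in the paper, 12 here) and response to water deprivation (29 in the paper, 12 here). In BN607 they are amino sugar and nucleotide sugar metabolism (35 in the paper, 12 here), phenylpropanoid biosynthesis (65 in the paper, 15 here), starch and sucrose metabolism (64 in the paper, 13 here), the oxidation-reduction process (81 in the paper, 34 here) and transcription factor activity (97 in the paper, 39 here). In ZM22 they are amino sugar and nucleotide sugar metabolism (13 in the paper, 5 here), glycerolipid metabolism (8 in the paper, 2 here), oxidoreductase activity (14 in the paper, 1 here) and response to abscisic acid (20 in the paper, 6 here). Only the BN207 terms were counted again at these thresholds, without W72_BN207 replicate 1, a setting chosen after seeing the values. That gave 20 genes for defence to fungus, 12 for heterodimerization, 28 for abscisic acid and 39 for water deprivation, the last above the paper's number.

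The paper names these terms as enriched. Over the 14, Fisher's exact test here passed 5: transcription factor activity and the oxidation-reduction process in BN607 (adjusted p = 9.6e-04 each), phenylpropanoid biosynthesis in BN607 (0.0204), and water deprivation and defence to fungus in BN207 (0.0143 each). Starch and sucrose metabolism (0.555) and amino sugar metabolism (0.242) in BN607 and all 4 terms of ZM22 (0.274 to 0.779) did not pass, nor did DNA binding in BN207 (1). Response to abscisic acid (0.0928) and protein heterodimerization activity (0.18) in BN207 did not pass against tested genes, and did against all annotated genes (0.0399 and 0.0279). With the paper's own changed genes in the same test 13 of the 14 passed, so the result depends on which genes are taken as changed.

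The paper reports the most changed genes in BN607 and more of them lower than higher there. Here BN207 had more (815) than BN607, and in BN607 473 were higher and 196 lower. BN607 had the most genes of the 3 varieties, with more of them lower than higher, under 6 of the alternatives set before the data were examined: limma with a pseudocount of 0.1 (633 genes, 507 lower) or 0.5 (643 genes, 508 lower), TPM scaling (614 genes, 480 lower), quantile normalization (477 genes, 323 lower), the variety's 6 libraries alone (984 genes, 728 lower) and the model for each gene (316 genes, 285 lower). With no filter, the filter on mean FPKM and median-ratio scaling BN207 had the most and more BN607 genes were higher; with either replicate block BN207 had the most and more BN607 genes were lower.

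The paper describes the replicates of each treatment as clustering together. Here the library most like a given library came from its own group for 9 of 18 libraries.

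The paper says in its discussion that ADH2 and ADH3 fell most in ZM22 and least in BN607. Here ADH2 was at -0.45, -0.49 and -1.59 and ADH3 at 2.52, -0.61 and -2.08 in ZM22, BN207 and BN607, the order its results section gives. For genes of its other hydrolases, the paper has fold changes falling from ZM22 over BN207 to BN607. By the log2 ratio of mean FPKM, the paper's measure and chosen here after seeing the values, TraesCS1D02G431200 (-0.79, -0.90 and -1.58), TraesCS6D02G291800 (-0.66, -0.76 and -1.91) and TraesCS5D02G091000 (0.03, -0.12 and -2.03) fell in that order, dropping 0 of these 3. In edgeR ZM22 and BN207 changed places, at -0.88 and -0.83 (SE 1.33 in both), -0.77 and -0.75 (SE 0.71 in both) and -0.26 and -0.05 (SE 1.02 and 1.03), and BN607 was lowest for each.

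The paper states that expression of glycolysis, starch and sucrose, and lactose metabolism genes was lower in BN607 than in ZM22 seeds after waterlogging. By level in waterlogged seeds, glycolysis (median log2 difference -0.31, camera adjusted p = 0.0314), starch breakdown (-0.32, 0.00503) and fermentation genes (-0.70, 1.9e-04) were lower in BN607 here, and none of these passed with a correlation estimated from the data (0.677, 0.677 and 0.26). Starch synthesis (0.30, 0.758), sucrose metabolism (-0.17, 0.495) and raffinose family genes (-0.05, 0.495) did not differ in level. These levels were compared after seeing the values.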

Other observations

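Genes for a JMJD5-like histone demethylase, which acts on chromatin, were higher under waterlogging in all varieties on average, although none passed in edgeR. The homoeologues TraesCS7D02G244500, TraesCS7B02G145500 and TraesCS7A02G246000 had average log2 fold changes of 1.02 (SE 0.17, unadjusted p = 3.2e-05, adjusted p = 0.409), 1.09 (SE 0.21, unadjusted p = 1.1e-04, adjusted p = 0.878) and 0.76 (SE 0.16, unadjusted p = 3.4e-04, adjusted p = 1). TraesCS7D02G244500 went from 2.51 to 3.75 FPKM in ZM22, 2.22 to 5.46 in BN207 and 3.93 to 7.87 in BN607. An HSP90 chaperone gene, MSTRG.24329 (TraesCS5B02G258900), was at 1.80 (SE 0.48, adjusted p = 1), with 9.26 and 69.5 FPKM under control and waterlogging in ZM22. The pathogenesis-related protein 1-7 loci MSTRG.24918 and MSTRG.24916 were at 3.03 (SE 0.70) and 3.69 (SE 0.86), each with an adjusted p of 1. These genes were picked after their values were seen, as those with the smallest p.

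Lower under waterlogging on average were the lipid transfer protein 2G gene MSTRG.19934 (TraesCS4B02G393300), at -2.44 (SE 0.57, adjusted p = 1), and wali3 (MSTRG.4406, TraesCS1D02G265900), at -0.96 (SE 0.20, adjusted p = 1), which went from 673 to 398 FPKM in ZM22, 405 to 194 in BN207 and 371 to 173 in BN607. In BN607 some genes of sulphur assimilation stood among those past the study's thresholds and lower: 3 of 12 tested genes for adenylylsulfate kinase activity and 3 of 26 for sulfate transmembrane transporter activity. The ATP sulfurylase MSTRG.24694 (TraesCS5B02G387300), at the head of that pathway, was at -1.06 (SE 0.29, adjusted p = 1), with 32.0 FPKM under control and 14.0 under waterlogging in BN607. Among genes higher in BN607, mitophagy held 6 of 36 tested genes. In ZM22 the response to salicylic acid held 8 of 207 tested genes among those that were lower. Terms and genes in this paragraph were picked after their values were seen, and no test of the terms is given.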
